# Genome-wide patterns of promoter sharing and co-expression in bovine skeletal muscle

**DOI:** 10.1186/1471-2164-12-23

**Published:** 2011-01-12

**Authors:** Quan Gu, Shivashankar H Nagaraj, Nicholas J Hudson, Brian P Dalrymple, Antonio Reverter

## Abstract

**Background:**

Gene regulation by transcription factors (TF) is species, tissue and time specific. To better understand how the genetic code controls gene expression in bovine muscle we associated gene expression data from developing *Longissimus thoracis et lumborum *skeletal muscle with bovine promoter sequence information.

**Results:**

We created a highly conserved genome-wide promoter landscape comprising 87,408 interactions relating 333 TFs with their 9,242 predicted target genes (TGs). We discovered that the complete set of predicted TGs share an average of 2.75 predicted TF binding sites (TFBSs) and that the average co-expression between a TF and its predicted TGs is higher than the average co-expression between the same TF and all genes. Conversely, pairs of TFs sharing predicted TGs showed a co-expression correlation higher that pairs of TFs not sharing TGs. Finally, we exploited the co-occurrence of predicted TFBS in the context of muscle-derived functionally-coherent modules including cell cycle, mitochondria, immune system, fat metabolism, muscle/glycolysis, and ribosome. Our findings enabled us to reverse engineer a regulatory network of core processes, and correctly identified the involvement of E2F1, GATA2 and NFKB1 in the regulation of cell cycle, fat, and muscle/glycolysis, respectively.

**Conclusion:**

The pivotal implication of our research is two-fold: (1) there exists a robust genome-wide expression signal between TFs and their predicted TGs in cattle muscle consistent with the extent of promoter sharing; and (2) this signal can be exploited to recover the cellular mechanisms underpinning transcription regulation of muscle structure and development in bovine. Our study represents the first genome-wide report linking tissue specific co-expression to co-regulation in a non-model vertebrate.

## Background

The development of a complex eukaryote originates with just a single cell. A few years later it culminates in a functional organism possessing ~100 trillion cells delineated into ~200 cell types co-ordinately arranged in time and space [1]. A single genome, which is largely static, orchestrates this remarkable event, which is highly dynamic, - but it is still not known how. More specifically, what genomic information turns the right genes on at the right time and in the right place? This problem can be framed in terms of the gene regulation through the action of transcription factors (TFs) on their target genes (TGs) - a well-documented mechanism by which the protein encoded by a TF gene accesses the cell nucleus and binds to TF binding sites (TFBS), located in the promoter region of a TG activating or inhibiting its transcription. Importantly, such regulation acts in a species-, tissue- and time-specific manner [2-4].

Based on such framework, many authors have exploited the guilt-by-association heuristic by which genes regulated by the same TF are more likely to show co-expression correlation and, conversely, sets of genes showing an extreme co-expression correlation are more likely to be regulated by the same set of TFs. Inspired by such heuristic, a rational approach for exploiting this co-expression phenomena and deciphering transcriptional regulation activity involves the reverse-engineering of gene regulatory networks using network inference algorithms such as (but not limited to) Bayesian networks [5], CLR [6]; ARACNE [7], and PCIT [8,9]. Ergün et al. [10] exploited the connectivity structure of a gene network to an expression data set and identified genetic drivers of prostate cancer using the so-called MNI algorithm [11]. Other authors [12-14] have undertaken a promoter sequence analysis of a correlated group of genes to identify sequence motifs corresponding to TFBS. Using the prediction of binding affinities of a TF to promoters, Roider et al. [15] proposed a method for detecting TFs associated with functional categories.

An equally commendable strategy relies on assigning regulators to modules based on the co-expression between a candidate regulator and each of the members of the module. Examples of the latter approach include the LeMoNe (Learning Module Networks) algorithm of Joshi et al. [16] which generates a number of possible models explaining regulation activity and with every single model containing many regulators. An alternative method, initially introduced by Reverter et al. [17] and more recently implemented in Hudson et al. [18], is based on ranking TF by their absolute co-expression correlation averaged across all genes in a given module.

More recently, our group [19] developed a metric, namely RIF for regulatory impact factors, which ranked TFs by analysing the extreme score to those TF that are consistently most differentially co-expressed with the highly abundant and highly differentially expressed genes (RIF1), and to those TF with the most altered ability to predict the abundance of differentially expressed genes (RIF2).

In spite of this plethora of work aimed at identifying the key TFs responsible for a phenotypic contrast of interest (e.g. healthy versus disease), experimental validation linking co-expression with co-regulation remains scarce and, by and large, available only for model organisms. For instance, based on 2,284 yeast genes and 106 TFs, Allocco et al. [20] investigated and quantified the link between co-expression and co-regulation in yeast and concluded that the correlation co-expression must be greater than 0.84 in order for two genes to have a greater than 50% chance of sharing a common TFBS. Also working with 180 yeast TFs, Yu et al. [21] observed that genes targeted by the same TF tend to be co-expressed, with the degree of co-expression increasing if genes share more than one TF. The authors also reported that targets of a given TF tend to have similar cellular functions. Similarly, the relationship between gene co-expression and co-regulation has been explored in *Drosophila melanogaster *[22] and mouse [23]. However, given that only three-fifths of the transcriptional networks are broadly conserved, and the associations between TFs and their TGs are flexible [24], there is a need to explore these matters in the actual organism, and indeed preferably in the tissue of interest, rather than making system-wide predictions based on the closest model organism.

Furthermore, based on the observed relationship between TFs and their TGs, some authors have studied gene regulatory networks for model organisms and focussed on the hierarchical structure of the resulting networks [25,26]. Only more recently, Hu and Gallo [27] provide a catalogue of TF pairs, defined as those with TFBS in the same promoter regions, for human genes and in a tissue-specific manner. However, their work is based on only 214 TF and the authors did not investigate the relationship between TF pairs and co-expression of pairs of genes sharing TF pairs. In the light of these shortcomings, it is apparent that more research is needed to understand the relationship between co-expression and co-regulation.

We have elected to focus our efforts on the development of skeletal muscle and the *Longissimus thoracis et lumborum *(LTL) in particular. Skeletal muscle makes up to 50% of the mass of most mammals and is the single largest tissue contributor to basal metabolism [28]. By merging transcriptional and regulatory information, we aimed to shed light on a range of fundamental hypotheses including: *1) *That a relationship exists between co-expression and co-regulation; *2) *That the way in which TFs partner with each other scales with the number of common TGs and, in turn, influences the amount of co-expression observed between the TFs; and *3) *That TFBS over-represented in the promoter regions of functionally coherent gene modules allows for the identification of TFs and TF networks that are consistent with the biological process of the module.

We first introduce a 'Promoterome' matrix (P-matrix) relating TGs with predicted TFs. In combination with the expression data, this matrix is used to test our first two hypotheses (linking co-expression with co-regulation). We then generate a series of simulated datasets to identify under which conditions, in terms of activation and inhibition, the observed relationship between co-expression and co-regulation can emerge. Finally, we reverse-engineer a network of TFs and discuss its biological relevance in the context of functionally coherent modules.

## Results

### The P-Matrix - A bovine muscle promoterome matrix linking TFs with predicted TGs

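Expression was measured on 48 2-colour Agilent arrays, each of which carried LTL muscle RNA of 2 arms of one experiment, 1 labelled with Cy3 and the other with Cy5. Piedmontese × Hereford was set against Wagyu × Hereford at 60, 135 and 195 days of gestation and at birth, with 3 arrays per time point, and at 3, 7, 12, 20, 25 and 30 months of age, with 4 arrays per time point. In the nutrition experiment the restricted diet was set against the growth diet at times 0, 1 and 2, with 4 arrays per time point. The animal codes give 35 animals in all: 6 of each cross before birth, 3 of each cross at birth, 5 Piedmontese × Hereford and 4 Wagyu × Hereford animals after birth, and 4 animals per diet. The arrays at 60 days repeat 1 animal of each cross, and most post-natal and diet animals were measured at more than 1 time, so the 26 conditions are not independent of one another. The series description counts 4 prenatal and 4 post-natal time points, whereas the paper and the labels of the single arrays give 3 prenatal time points, birth and 6 post-natal ones, which are used here. The authors deposited the scanner output of Agilent Feature Extraction, with the raw intensity and local background of each spot in each channel, and the log10 ratio of Cy5 over Cy3. Between 49.9% and 72.8% of the spots were well above background in the Cy3 channel of an array (median 63.6%), and between 55.1% and 76.4% in the Cy5 channel (median 69.3%). The median signal over the median background of a Cy5 channel had a median over arrays of 4.77 in the prenatal, 3.00 in the birth, 3.12 in the post-natal and 4.36 in the diet arrays. In the Cy3 channels it was 3.11, 2.23, 2.21 and 2.48, respectively. From the intensities, background was corrected by the normexp method with an offset of 50, log2 was taken, control spots and spots flagged as outliers were left out, and the spots of a probe were averaged. Of 21475 probes, 15822 were well above background in at least 24 of the 96 channels, and 15737 of these had a value on every array. They stand for 14690 genes, of which 973 had more than 1 probe and were given the mean of their probes. Co-expression was Pearson's r between 2 genes over the 26 conditions, from the solutions of the paper's mixed model fitted to these probes. The promoter data and target lists of the P-matrix were not used here.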

We explored the 42,702,661 co-expression correlations among the 9,242 genes of the P-matrix (Additional file 1). Of these, 63% and 37% were positive and negative, respectively. 

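The 14690 detected genes formed 107890705 pairs. Of their correlations over the 26 conditions, 48.9% were positive and 51.1% were negative. With the arrays of replicate 1, 2, 3 or 4 left out of every condition, the positive share lay between 48.0% and 48.8%. The average absolute correlation was 0.409, the average positive correlation 0.421 and the average negative correlation -0.397. Correlations between 0.8 and 1 made up 4.67% of the pairs, and correlations between -1 and -0.8 made up 2.51%. These shares fell to 1.66% and 0.132% without replicate 1, and to 1.60% and 0.183% without replicate 2. They fell to 2.01% and 0.312% without replicate 4, but were 5.13% and 2.68% without replicate 3. Among the alternatives that kept all 26 conditions, the positive share moved most with loess normalization within arrays and Aquantile normalization between arrays before the mixed model. This gave 50.3% positive correlations, with 4.86% of pairs in the highest and 4.62% in the lowest of these intervals. Within the 12 post-natal conditions 49.7% of the correlations were positive, within the 8 prenatal and birth conditions 50.4%, and within the 6 diet conditions 50.2%. These shares are over all pairs of detected genes, which are not independent of one another, and not over the genes of the P-matrix. In every setting the mean of each channel over the probes kept was removed, so positive and negative covariances nearly cancel over all pairs. Positive and negative shares close to each other therefore follow at least in part from the model.

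**Figure D1:**
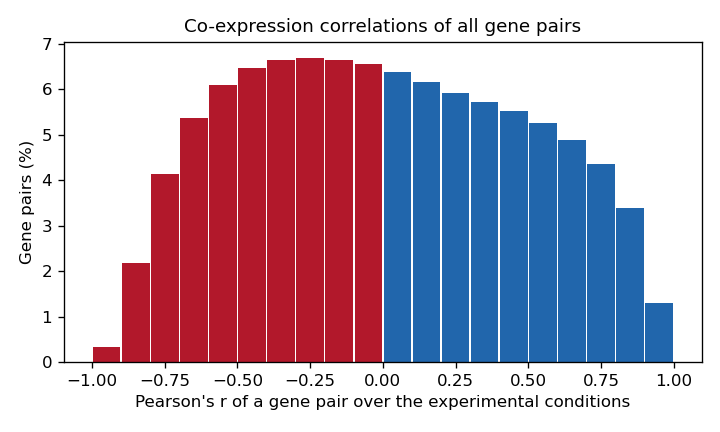
Percentage of all gene pairs (y axis) in each interval of Pearson's r over the experimental conditions (x axis), with negative correlations in red and positive ones in blue. The interval from 0.9 to 1 holds 1.29% of the pairs and that from -1 to -0.9 holds 0.325%.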

We [18] and others [29-31] have reported a higher reliability for positive correlations, in terms of the ability to replicate them in other datasets, or the results corresponding to validated interactions [32].

Figure 1A shows the histogram of the number of TFBS in the promoter region of each of 9,242 genes. 95% of genes have between 3 and 21 TFBS. Figure 1B illustrates the frequency of the number of TFBSs in common for all 42,702,661 gene pairs. 73% of gene pairs have two or more predicted TFBSs in common. Also, 5% of gene pairs share at least 6 TFBSs suggesting these to be components of highly co-regulated networks. Conversely, less than 10% of the gene pairs do not share any TFBSs, suggesting that the vast majority of genes are suitable for co-expression analysis. Figure 1C provides a visual diagnosis of the scale-free behavior of the distribution of TFs as a function of the number of TGs. The number of TGs ranged from 1 (for 48 TFs) to 7,288 (for MZF1; myeloid zinc finger 1) and had a median of 14. Figure 1D reveals an exponential saturation relationship between the number of regulator partners and the number of TGs a given TF has.

**Figure 1:**
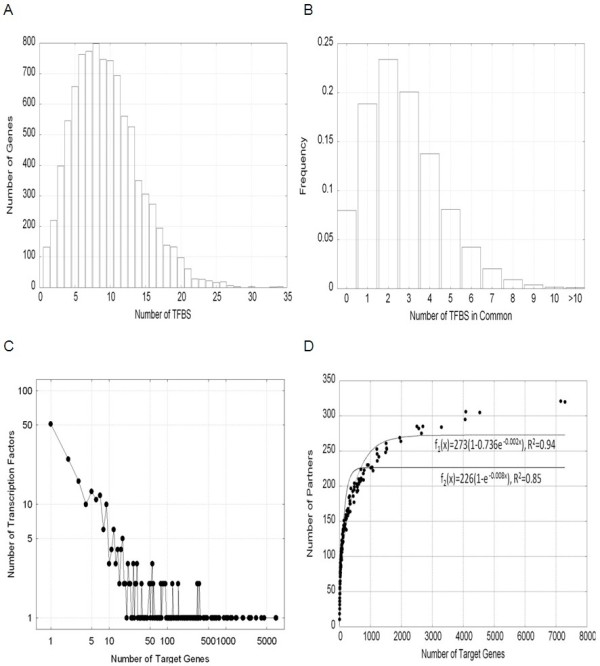
**TFBS data on the Promoterome Matrix (P-matrix)**. (A) Histogram of the number of TFBSs in the promoter region of 9,242 bovine genes; (B) Distribution of the number of common TFBSs in the promoter regions of all gene pairs; (C) Log-log plot of the distribution of TFs as a function of the number of predicted TGs; (D) Number of partners as a function of the number of common TGs for each TF. The best fits for a non-linear growth curve are indicated (i.e. with TF having at least one TG and yielding an R^2 ^of 94%) or forcing the {0,0} co-ordinate (i.e. zero partners if zero TGs and yielding an R^2 ^of 85%).

### Linking of co-expression, co-regulation and common targets

Figures 2 provide a snapshot of the results relating co-expression with shared TFBSs. We observed an increase in the average co-expression correlation as the number of common TFs increased (Figure 2A). This pattern was consistent irrespective of whether the absolute and positive correlations were considered separately. However, this relationship was more apparent when only positive correlations were considered. For pairs of genes predicted to be jointly targeted by 10 or more TFs, we found a 4% and a 6% increase in absolute and positive correlations respectively, compared with random pairs of genes (Figure 2A).

**Figure 2:**
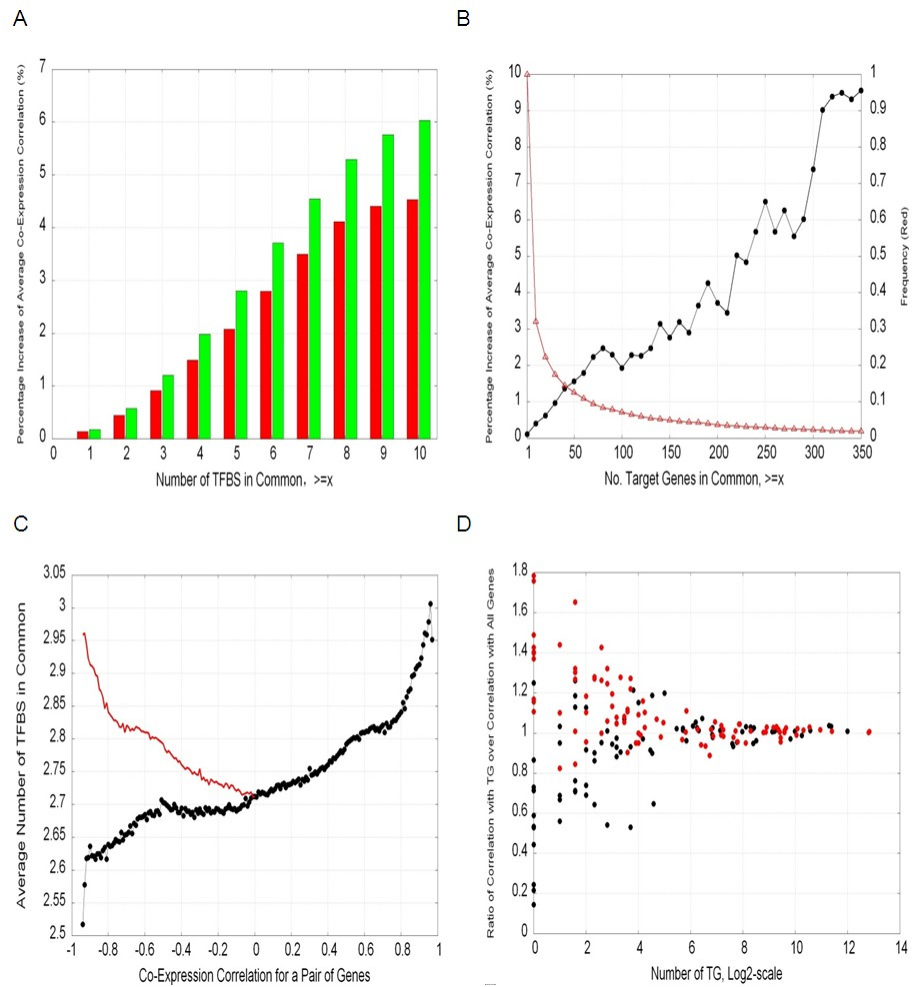
**Linking co-expression and co-regulation**. (A) Percentage increase of co-expression correlations between pairs of TFs as a function of the number of common TFBS and for absolute correlations (red bars) and positive correlations (green bars); (B) Percentage increase (black circles trend) and cumulative frequency (red triangles trend) of co-expression correlations between pairs of TFs as a function of the number of common targets and for absolute correlations; (C) Number of common TFBS as a function of the co-expression correlation for a pair of genes. Observed (black) and naive expectation (red); (D) Target co-expression: Ratio of the average absolute correlation between a TF and its TG over the average absolute correlation between a TF and all genes in the dataset, and as a function of the number of TGs (x-axis). Values on y-axis above one signify the expression of a TF is more correlated with its TGs than with all the genes. Highlighted in red are the 94 TFs for which the average absolute correlation with their TGs is above average.

We also observed (Figure 2B) a strong monotonic increase in the strength of the co-expression between a TF pair and the number of TGs they share. To the best of our knowledge, no study exists exploring this relationship. Among the 15,753 pairs existing from the 178 TFs with expression data, 4,880 where among TF pairs sharing at least one TG. For these, the number of TGs in common averaged 37 and ranged from 1 (for 1,439 TF pairs) to 5,857 (between MZF1 and TGIF1).

One final objective in exploring the relationship between co-expression and co-regulation was to assess whether the average co-expression correlation between a TF and its TGs is higher than the average co-expression between the same TF and all genes in the dataset (Figure 2D). 

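The denominator of this ratio, the average absolute correlation between a TF and all genes, was computed for the 88 TFs with a detected gene among the 146 TFs named in the paper's tables, figures and text. It averaged 0.389 (SD 0.0961, n = 88 TFs), from 0.136 for the lowest TF to 0.519 for E2F1. The average was 0.397 over positive and -0.382 over negative correlations, and 48 TFs lay above the average of the absolute values. Without replicate 1 the average absolute correlation fell to 0.285, and within the 12 post-natal conditions it was 0.487. The numerator needs the predicted TGs of each TF, which were not used here.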

Out of the 178 TFs with expression data, 108 (or 61%) showed a ratio >1, corresponding to a cumulative binomial P-value of 0.001675. When this relationship was limited to the 94 TFs for which their absolute correlation co-expression with their TGs was above average (the average being 0.4334), we found that 71 of them (or 76%) showed a ratio >1 (P-value = 1.13E-07). This distinction is of relevance because, under the null hypothesis of no relationship, TFs showing extreme correlation with their TGs should also show extreme correlation with all genes in the dataset.

### On the superior reliability of positive co-expression correlations

Table 1 provides further evidence that positive correlations are more reliable than negative ones. However, when considering the correlation between a TF and its TGs, and as noted by Yu et al. [33], the sign and magnitude of this correlation is dependant on the regulation type (i.e. activator, repressor or dual) as well as on the regulatory motif (i.e. feed forward, time-shifted, etc.). Therefore, we conclude that using only positive or only negative correlations diminishes the ability to capture true TF - TG relationships and better results emerged when all correlations are used in an absolute context. Importantly, irrespective of which set was used, the evidence becomes more apparent when selecting TF - TG relationships above average. This analysis also showed that as TFs have more TGs the ratio of correlation of the expression of the TFs with its TGs compared to all genes converges to one (Figure 2D).

**Table 1:** Relationship between the expression of a TF and its predicted TG: Ratio of the average correlation between TFs and its TGs over the average correlation between same TF and all the remaining 9,241 genes in the dataset.

	Correlations considered		
	Absolute	Positive	Negative
Ratio >1	108/178 = 60.7%	93/172 = 54.1%	74/149 = 49.7%
P-value	0.001675	0.126331	0.5
Average Correlation (*μ*)	0.433487	0.452847	-0.363314
Ratio >1 and correlation >*μ*	71/94 = 75.5%	66/90 = 73.3%	46/71 = 64.8%
P-value with correlation value >*μ*	1.13E-07	1.9E-06	0.004277

### Simulation analyses reveal the most likely regulation type

As discussed by Yu et al. [21], there are two main reasons for regulation type to impact on the relationship of the expression of their targets. One is that a sizeable proportion of TFs act both as activators and repressors, in some cases for the same target. The other is that the combined effect of multiple TFs can have an unpredictable effect on target expression. Figure 3 illustrates the results from our simulation analyses. One prominent feature is that in order to observe a relationship between co-expression and co-regulation there must be a sizeable proportion of TFs acting as either activators or repressors, but not both. In fact, the relationship between co-expression and co-regulation quickly diminishes with increasing proportion of TFs with bipotential activity (activators and repressors) (Figure 3B). Most interestingly, in the extreme scenario where all TFs have bipotential activity, no relationship between co-expression and co-regulation could be observed and the resulting distribution of the correlations would be perfectly centred at zero (Figure 3A, density shown in black). Instead, such density sees its mass shifted towards the positive space with an increasing proportion of TFs having a single regulation type (Figure 3A, densities shown in colours other than black). We conclude that the higher reliability attributed to positive correlations is a phenomenon of the presence of significant number of TFs that act as either general activators or general repressors and that the co-expression to co-regulation pattern observed from the real expression skeletal muscle dataset is consistent with the presence of 70 to 80% of TFs having a bipotential activity (Figure 2C for real data versus Figure 3B, purple and pink trends, for simulated data). In agreement with our findings, while on a smaller scale, the recent work of Ouyang et al. [34] with mouse embryonic stem cells, revealed that a remarkably high proportion of variation in gene expression can be explained by the binding signals of 12 TFs of which 7 (or 58%) serve as either activator or repressor depending on the target.

**Figure 3:**
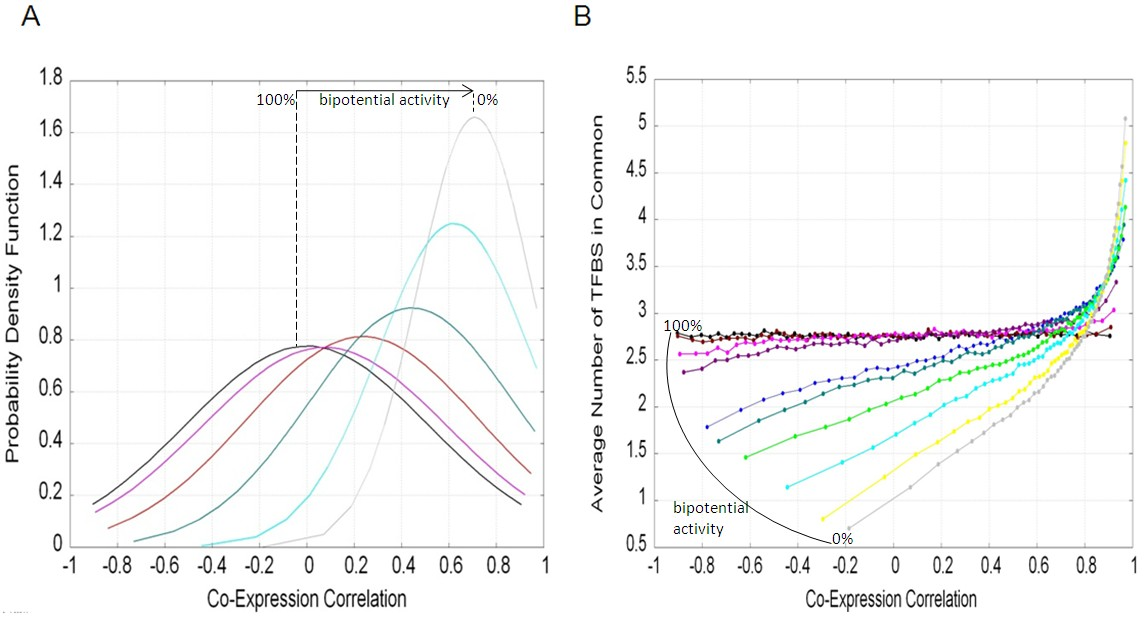
**Simulation result on the linking co-expression and co-regulation**. (A) Distribution of the correlation coefficients as a function of the % of TFs with dual or bipotential activity; (B) Simulation results at varying percentages of transcription factors (TF) operating with bipotential activity: 100% (black), 90% (brown), 80% (pink), 70% (purple), 60% (red), 50% (blue), 40% (jade), 30% (green), 20% (cyan), 10% (yellow), 0% (grey).

### Co-expression as a function of Transcriptional regulatory motifs (TRM)

We used the log-odds ratio (LOD) to investigate the relationship between the co-expression correlation observed for genes pairs and the number of shared TFs. We observed that the LOD-value is dependent on the type of transcriptional regulatory motifs (TRM_n_) defining the motif of *n *common TFs jointly regulating the same set of TGs, and with *n *= 0, 1, 2,... up to *n *≥ 10 (Additional File 2). These results corroborated and, to a degree, formally validated our previous observation that gene pairs sharing TFBS showed an increased co-expression correlation (Figure 2A). A similar result was observed for gene pairs sharing from more than 1 to more than 10 TFBSs (Additional File 2). Again, the trend is more pronounced when only positive correlations are considered, in line with a higher reliability for positive correlations [32]. As expected, the distribution of the co-expression correlations for pairs of genes with TRMs of 1, 5 or 10 genes shows an increased bias to highly positive correlations with increased size of the TRM (Figure 4B). Likewise, extreme positive correlations (i.e. within the interval {0.8,1.0}) are more frequent among high-order TRMs than extreme negative correlations (i.e. within the interval {-1.0,-0.8}) (Additional File 2).

**Figure 4:**
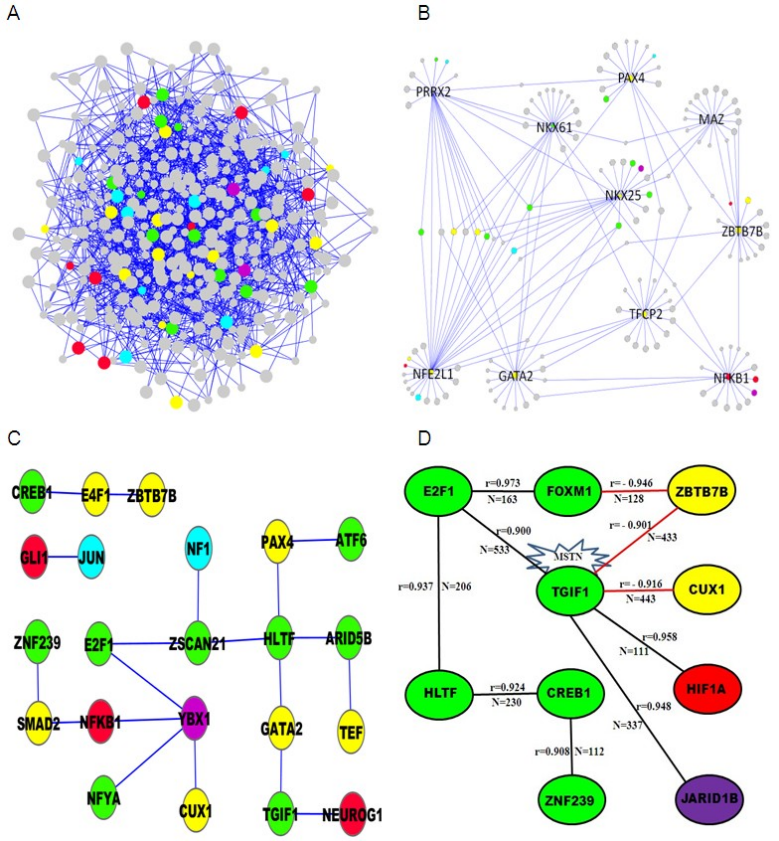
**TF network for bovine skeletal muscle**. (A) Overall view of the 1,395 connections among 333 TFs; (B) Subnetwork spanned by the first neighbors of the 10 most connected TFs (GATA2, MAZ, NFE2L1, NFKB1, NKX25, NKX61, PAX4, PRRX2, TFCP2, and ZBTB7B), details of which are listed in Table 3; (C) Subnetwork of module-specific and muscle-expressed TFs; (D) Network among TFs with absolute correlation (r) >0.9 and number of common TGs (N) >100. Black and red edges correspond to positive and negative correlations, respectively. The network reveals the central role of TGIF1 which also contains a binding motif in the promoter region of myostatin (MSTN). Colors represent functional modules: cell cycle (green), fat (yellow), immune (purple), mitochondria (cyan), and muscle/glycolysis (red). Big and small nodes represent TFs with and without detectable expression in muscle, respectively.

### Derivation of a TF network for bovine skeletal muscle

We found 12, 13, 2, 9, 8, and 0 TFs whose TGs were enriched for genes encoding proteins involved in cell cycle, fat, immune, mitochondria, muscle/glycolysis, and the ribosome, respectively (Table 2 and Figure 4C-D). We used the chi-square test of independence to ascertain if there exists an independent pairing assortment in the resulting network of 127 TF and 306 edges. The null hypothesis of independence was rejected (P-value = 2.8359E-62) and we concluded that our module assignment of TFs provided information about the topology of the network.

**Table 2:** Module-specific TFs according to the hypergeometric enrichment test (P < 0.05).

Modules	Number	Transcriptional Factors*
Cell Cycle	12	ARID5B ATF6^** ^CHR **CREB1 E2F1 HLTF NFYA **NKX61 **SP1 TGIF1 ZNF239 ZSCAN21**
Fat	13	**ABL1 CUX1 E4F1 ESRRB GATA2 **IKZF1 MYT1L NKX25 **PAX4 **SOX2 **TEF TFCP2 ZBTB7B**
Immune	2	**ETV4 YBX1**
Mitochondria	9	**CEBPZ **GSH2 **JUN MEF2C NFI NFAT5 **POU3F1 SPZ1 XFD2
Muscle/Glycolysis	8	**GLI1 **HNF4A KLF10 MEIS1** NEUROG1** NFKB1 SMAD2 ZNF300
Ribosome	0	None

*TFs in bold-face correspond to module-specific TFs that are significantly expressed in muscle (Figure 3C).

**ATF6, NEUROG1 and MEIS1 are assigned to different modules depending on the statistical test employed, hypergeometric or odds ratio. For all other TFs, there was a perfect agreement between the two criteria (Table 3).

The TF arrangements were further explored by converting them into a network (Figure 4A). This approach assigned links between TFs predicted to regulate more common targets than expected by chance alone. In order to analyze the resulting network among 333 TF connected by 1,395 edges, we focused on TF hubs in the context of the functionally coherent modules (Figure 4B). 

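Of the module genes listed in Additional file 3, 48 of 49 for cell cycle, 19 of 19 for fat, 20 of 22 for immune, 29 of 33 for mitochondria, 42 of 44 for muscle/glycolysis and 22 of 22 for the ribosome were detected on the arrays. Over the 26 conditions, the average correlation between pairs of genes of a module was 0.943 for cell cycle, 0.345 for fat, 0.795 for immune, 0.955 for mitochondria, 0.589 for muscle/glycolysis and 0.857 for the ribosome. Each value exceeded those of all 10000 random gene lists of the same size drawn to match the module on mean expression. The median of the random lists was not 0 for every module: it was 0.220 for lists matched to cell cycle, 0.216 for mitochondria and 0.321 for the ribosome. These percentiles describe the arrays, since genes are not independent replicates. The modules were found by co-expression in this same expression dataset, and their gene lists were curated by clustering and by gene ontology term. Values above those of random lists therefore follow at least in part from how the lists were made and are no independent test of them. Within the 12 post-natal conditions, the average correlation was 0.823 for cell cycle, 0.384 for fat, 0.328 for immune, 0.708 for mitochondria, 0.377 for muscle/glycolysis and 0.848 for the ribosome, again above all random lists. The medians of these lists were then 0.409 for cell cycle, 0.00150 for fat, -0.0122 for immune, 0.191 for muscle/glycolysis and 0.638 for the ribosome, and the central 95% of the lists for mitochondria reached up to 0.592. With loess and Aquantile normalization over the same conditions, chosen after seeing the data, the average correlations were 0.716 for cell cycle, 0.504 for fat, 0.402 for immune, 0.409 for mitochondria, 0.241 for muscle/glycolysis and 0.219 for the ribosome. With only probes well above background in all 96 channels, the fat module fell to -0.0116, at the 50.7th percentile of random lists. In the other alternatives run, all 6 modules lay above the central 95% of random lists. The gene with the highest average correlation with the rest of its module was KIF4A for cell cycle (0.969), PLIN for fat (0.567), PSMB8 for immune (0.872), MDH2 for mitochondria (0.971) and CKM for muscle/glycolysis (0.759). The gene with the lowest was E2F8 for cell cycle (0.823), FADS1 for fat (-0.234), BSG for immune (0.529), ENDOG for mitochondria (0.905) and LAMB3 for muscle/glycolysis (-0.685).

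**Figure D2:**
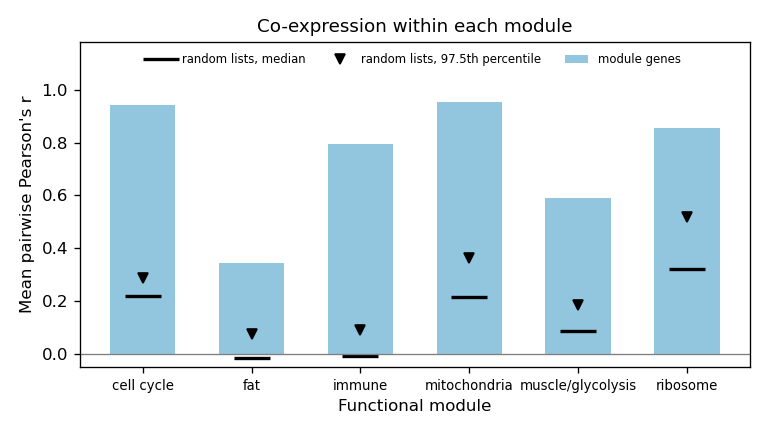
Average pairwise Pearson's r over the experimental conditions (y axis) of the detected genes of each functional module (bars), with the median (line) and the upper end of the central 95% (triangle) of random gene lists matched on mean expression. Fat has the lowest bar at 0.345 and mitochondria the highest at 0.955.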

In brief, we exploited the muscle-based co-expression modules of Hudson et al. [18] to determine if they represented a robust enough set of TGs to infer the regulation of the biological process in question using promoter data only. 

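The 88 named TFs with a detected gene formed 3828 pairs, of which 44 had an absolute correlation above 0.9 over the 26 conditions, 34 of them positive and 10 negative. These pairs joined 27 TFs. FOXM1, GLI1, MYCN and SOX9 took part in 8 pairs each, E2F1 in 7, and GLI3, MYF5 and NFE2L2 in 6 each. TGIF1 took part in 1 pair. MYCN, SOX9 and NFE2L2 are named because of their numbers of pairs, after these had been seen. Within the 12 post-natal conditions 177 pairs passed the threshold, but 7 did after loess and Aquantile normalization, chosen with these conditions after seeing the data. After each experiment's mean was removed, 7 did. Without replicate 1 the number was also 7, and the same number was found without replicate 2. The number of TGs that a pair of TFs shares was not used here.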

To illuminate the relationship between co-expression and the sharing of TGs among TFs, we explored the network that resulted from linking TF pairs with absolute co-expression correlation greater than 0.9 and more than 100 TGs in common. This approach resulted in 10 TFs connected by 10 edges and with TGIF1 as the hub of the network (Figure 4D).

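Among the 10 TF pairs of Fig. 4D, 1 had an absolute correlation above 0.9 over the 26 conditions. For this pair, E2F1 and FOXM1, Pearson's r was 0.986 and Spearman's rho 0.977, each with p = 1e-05 from a two-sided permutation test, the smallest that 100000 resamples can give. Adjusted by the Benjamini-Hochberg method over the 10 pairs, these were 2.5e-05 and 3.33e-05. Without the 2 conditions farthest from the median of E2F1, both crosses at 60 days of gestation, r was 0.979. Leaving out each replicate in turn gave r between 0.882 and 0.987. The 26 conditions fall into groups by experiment, with the prenatal ones apart from the rest, so that a correlation over all of them, the paper's measure, joins differences between and within experiments. The permutations treat the conditions as exchangeable, which successive times of the same animals are not. The correlation of E2F1 and FOXM1 was 0.952 within the 12 post-natal, 0.988 within the 8 prenatal and birth and 0.758 within the 6 diet conditions. E2F1 was well above background in all 18 prenatal channels but in only 15 of the 48 post-natal ones, and FOXM1 in all 18 and in 32. After loess and Aquantile normalization, chosen with the post-natal conditions after seeing the data, the post-natal value was 0.759.
All 10 pairs had the sign drawn in the figure over the 26 conditions. For TGIF1, r was -0.727 with ZBTB7B, -0.597 with CUX1, 0.760 with HIF1A, 0.727 with JARID1B (the gene KDM5B) and 0.863 with E2F1. In the same order rho was -0.488, -0.402, 0.428, 0.441 and 0.841. The largest adjusted permutation p of these 5 values of r was 0.00158, and that of the 5 values of rho was 0.0522, for CUX1. When each replicate was left out in turn, r of TGIF1 ranged from -0.631 to -0.00548 with ZBTB7B and from -0.599 to -0.244 with CUX1. It ranged from 0.406 to 0.704 with HIF1A, from 0.408 to 0.681 with JARID1B and from 0.470 to 0.882 with E2F1. The permutation p does not take this spread into account. Each of these fits also re-estimated the variances, so the spread is not that of the replicates alone. Over all gene pairs, the average absolute correlation without a replicate was 0.306 to 0.418. It was 0.389 to 0.410 with the variances of all arrays kept. How much of the spread of a single pair comes from refitting is not given here. The 2 probes of TGIF1 correlated at 0.729, and among the 3 probes of CUX1 the lowest correlation was 0.499. Within the post-natal conditions, r of TGIF1 was 0.165, -0.295, -0.390, -0.307 and 0.828 with the same TFs. After loess and Aquantile normalization, chosen with these conditions after seeing the data, the post-natal values were -0.617, -0.480, 0.291, 0.667 and 0.288. The post-natal values of TGIF1 thus depend on the normalization. FOXM1 and ZBTB7B had r of -0.734 and rho of -0.394 (adjusted permutation p of rho 0.0522), and r of 0.450 within the post-natal conditions. ZBTB7B was well above background in 3 of the 18 prenatal channels. E2F1 and HLTF had r of 0.839, and CREB1 and ZNF239 of 0.800. Over the replicates left out, r of FOXM1 and ZBTB7B ranged from -0.639 to -0.101. That of E2F1 and HLTF ranged from 0.359 to 0.795, and that of CREB1 and ZNF239 from 0.610 to 0.884. HLTF and CREB1 had r of 0.159 and rho of 0.172, with permutation p of 0.436 and 0.400. Within the post-natal conditions 6 of the 10 pairs had the sign of the figure, and after loess and Aquantile normalization all 10 did. The number of pairs above 0.9 moved most, to 5 of 10, with loess and Aquantile normalization before the mixed model and, likewise, with plain background subtraction. From the edges that passed its thresholds for correlation and shared TGs, the paper states that TGIF1 was the hub of the network.

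**Figure D3:**
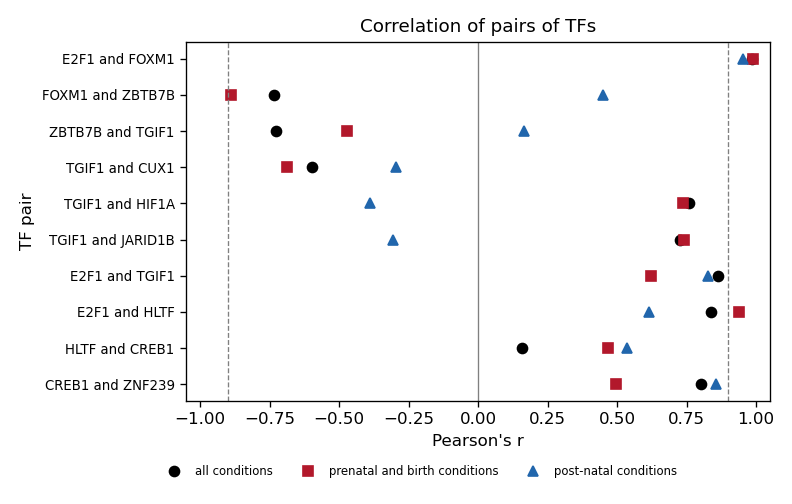
Pearson's r (x axis) of each TF pair of Fig. 4D (y axis) over all conditions (circles), the prenatal and birth conditions (squares) and the post-natal conditions (triangles), with dashed lines at 0.9 and -0.9. The post-natal value lies on the other side of 0 from the value over all conditions for 4 pairs.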

## Discussion

### Co-expression *versus *co-regulation and implications for skeletal muscle

The resulting non-linear pattern observed when relating the number of regulator partners and the number of TGs a given TF has (Figure 1D) resonates with the recent findings of Bhardwaj et al. [35] for model organisms and humans and indicates that only a limited number of partners are required to regulate an increasing number of targets.

As co-expression correlation between a pair of TGs increases, so does the number of common TFs (Figure 2C). Importantly, this relationship continues to trend downwards in negatively co-expressed pairs of genes. Our prior, and in hindsight naïve expectation, was that pairs of genes with extreme negative correlations would share a high number of TFs (overlaid red trend in Figure 2C). Our prior expectation was based on the redundancy mechanism by which one of two genes involved in the same process (and hence regulated by the same TF) suffices at any point in time. However, the observed trend could also be reasoned from a mechanistic standpoint such that in order for a gene pair to show a strong negative co-expression, then their regulators must be vastly different (i.e., these two genes are more likely to be regulated by a completely different set of TFs). To elucidate the most likely speculation, the exploration of various regulation types in the TF - TG relationship in terms of activation, repression or bi-potential, was warranted.

Our analyses also revealed that as TFs have more TGs the ratio of correlation of the expression of the TFs with its TGs compared to all genes converges to one (Figure 2D). This is consistent with the expectation that the more genes a TF regulates, the higher the likelihood that their expression will be also regulated by other TFs. An alternative explanation is that motifs comprised of a single TF regulating many TGs (often refereed to as SIM for single input motifs) can generate temporal programs of expression, in which TGs are activated one by one in a defined order [36,37]. Such temporal order of expression would imply that, at any given time point, the TF - TG relationship could be observed only for some of the TGs.

Pre-eminent among the top 20 TFs with the highest co-expression correlation with their predicted TGs are five HOX genes (HOXB4, HOXC9, HOXA1, HOXC8 and HOXC10). The myogenic regulatory factors (MRF) MYOD1, MYOG, MYF5 and MYF6 are generally not as well-represented as we anticipated, although MYOG is in 18^th ^place. Treating the positive and negative correlations separately improves the representation of the MRF significantly, in that both MYOD1 (17^th ^place) and MYOG (3^rd ^place) subsequently feature. We have previously determined that of the various MRF only MYOD1 and MYOG make it onto an "Always Correlated" network that joins genes exhibiting strong co-expression.

With a special focus on the promoter regions shared by the core muscle structural proteins we determined enrichment for TF predicted to regulate those 66 molecules designated as either "fast", "slow", "embryonic" and "other muscle structural" as listed in Table 2 of Hudson et al.[18]. The strongest enrichment for this process corresponded to gene ontology term "response to retinoic acid", a feature shared by MZF1 (first with 41 promoter hits), TGIF1 (second with 35 hits) and MASH1 (fifth with 22 hits). Other TFs with strong hits included FOXM1 (tenth with 14 hits), a generic cell cycle regulator. The presence of a cell cycle regulator is intriguing given that a key feature of cells progressing through the myogenic program is cell cycle arrest.

There was some evidence for enrichment of the TGF-β signaling pathway, with predicted SMAD2 and SMAD3 binding sites featuring in the upstream regions of a number of targets. MZF1 has been reported to bind to FHL3 (a component of the muscle z-disc) [38], which in turn has been reported to signal via the SMADs [39]. Expression of TGIF1 is induced by TGF-β, has a predicted binding site upstream of MSTN, and interacts with SMAD proteins [40].

### A TF network for bovine skeletal muscle

The P-matrix was subjected to hierarchical cluster analyses. This approach clustered TFs predicted to regulate common TGs, and TGs predicted to be regulated by common TFs. We observed a strong clustering of a set of HOX genes (HOXA1, HOXB13, HOXB4, HOXB9, HOXC1 and HOXD13), which also included the homeobox gene, UNCX. This clustering probably relates to the simple fact that many of the HOX genes are physical neighbors on the genome, formed by relatively recent gene duplication events. In this sense, they are a rare example of physical proximity and shared functionality in eukaryotic genomes [41]. We also observed a cluster of mitochondrial proteins including NDUFA11 near COX6A2 and COXA5, although given the size of the data this may have been expected by chance alone.

### The impact on the functionally coherent modules

The lack of enrichment for the ribosome module is consistent with ribosomal proteins being ubiquitously expressed in all tissues and ribosomal RNA accounting for ~60% of total RNA in the cell [42]. Overall, this approach enriched for some of the known, experimentally-validated regulators, with the cell cycle module performing particularly well. Given our 'promoterome' approach was predicated on first screening for highly conserved cis-regulated modules across mammals, our particular success with the cell cycle may reflect the observation that the cell cycle is more evolutionary conserved than various other processes [43]. For example, the behavior of E2F1, a causal regulator of cell cycle activity [44], recapitulated both here and by high co-expression alone is conserved across groups including *C. elegans *and yeast.

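By co-expression alone, the average absolute correlation of E2F1 with the other genes of the cell cycle module was 0.952 over the 26 conditions, the second highest of the 88 named TFs with a detected gene. Within the 12 post-natal conditions it was 0.888 and the highest of the 88, with E2F1 at or near background in most channels, and after each experiment's mean was removed E2F1 was again second. With each replicate left out in turn, its rank was 3. It was 1 with loess and Aquantile normalization and with plain background subtraction. The measure is across genes of 1 module that move together, so the ranks of single TFs rest on small differences. E2F1 and FOXM1 are themselves on the gene list of the module, which was made by co-expression in this dataset and by gene ontology term. A high rank therefore follows in part from how the list was made.

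**Figure D4:**
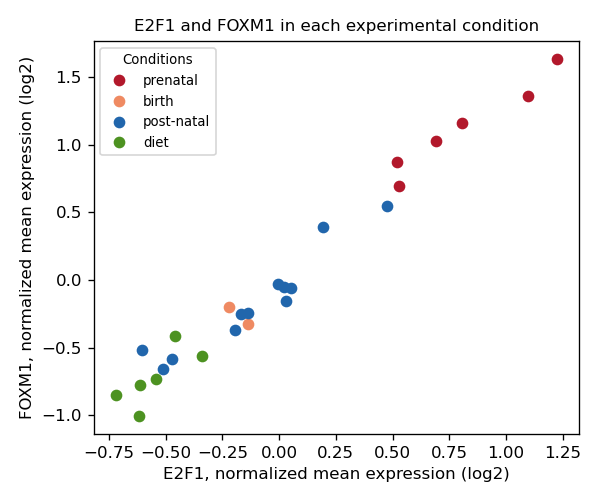
Normalized mean expression (log2, solutions of the mixed model) of E2F1 (x axis) and FOXM1 (y axis), 1 point per experimental condition, coloured by experiment. The 6 prenatal conditions have the highest values of E2F1.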

In addition, amongst the module-specific and muscle-expressed TFs (bold-type in Table 2) we highlight ARID5B and FOXM1, both with cell cycle genes significantly enriched among their targets. 

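FOXM1 had the highest average absolute correlation with the genes of the cell cycle module among these 88 TFs over the 26 conditions, and had rank 3 within the 12 post-natal conditions, at 0.878. FOXM1 is on the gene list of the module and ARID5B is not, so the ranks of the 2 TFs cannot be compared. ARID5B ranked 40, and within the post-natal conditions it ranked 76 with 0.285. ARID5B was measured by 3 probes, whose lowest correlation with one another was 0.721, and FOXM1 by 1 probe.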

ARID5B is a member of the AT-rich interaction domain family of TFs, which are known to be critically involved in the regulation of development and cellular differentiation [45]. Recent studies have reported a functional role for FOXM1 in cell cycle [46] and for NFKB1 in muscle [47]. Interestingly, FOXM1 expression is decreased after the induction of fibroblast to myofibroblast transdifferentiation by TGF-β [48].

Equally suggestive is the significant enrichment of genes from the mitochondrial module among the lists of predicted TGs for MEF2C. Van Oort et al. [49] showed that a subset of the genes activated by a dominant negative MEF2C construct in mice encoded proteins localized primarily to, or functioning at, the level of mitochondria. In addition, RNAi silencing of MEF2C expression in the cardiac muscle of mice reduced mitochondrial DNA levels [50]. The nuclear factor 1 (NF1) family of TFs includes NFIX which has been found to act as a transcriptional switch from embryonic to fetal skeletal muscle development [51].

Only three TFs (ATF6, MEIS1 and NEUROG1) changed module allocation depending on the criteria used (hypergeometric test or odds ratio; Table 2 vs Table 3). ATF6 was allocated to cell cycle according to the hypergeometric test and to the fat module according to the odds ratio. ATF6 is a master regulator of the unfolded regulator response and has been implicated the regulation of lipid metabolism [52]. However, in this work the regulation was via a protein-protein interaction with SREBP2 without DNA binding. Similarly, MEIS1 was allocated to the muscle/glycolysis and to the immune module according to the hypergeometric and the odds ratio tests, respectively. MEIS1 belongs in the family of homeobox genes which play a crucial role in many developmental processes. A search of the literature indentified MEIS1 as a regulator of the immune system [53-55] and myogenesis [56].

**Table 3:** Module-specific transcription factors (TF) according to the odds ratio.

Module	Number of TF	Identity of TF
Cell Cycle	33	ARID5B CHR CREB1 E2F1 ETS1 FOXM1 FOXN1 GATA1 GATA3 GCM1 HBP1 HLTF HOXC9 ILF1 MARE MTBF MYF5 MZF1 NFE2L2 NFYA NKX61 NRF1 PBX_HOXA9 PRDM16 PRRX2 SOX5 SP1 TBX5 TGIF1 USF WT1 ZNF239 ZSCAN21
Fat	36	AARE ABL1 ATF6 CUX1 DLX3 DREAM E4F1 ESRRB EVI1 GATA2 HSF2 IK2 IKZF1 LHX3 MASH1 MAZ MSX MYT1 MYT1L NEUROG1 NFE2L1 NKX25 PAX4 RUNX1 RUNX2 SOX2 STAT TAL1 TEF TFCP2 TFII-IR4 ZBTB7B ZEB1 ZIC2 ZNF148 ZNF384
Immune	9	CDX1 CREL ETV4 JARID1B MEIS1 SIX3 TP53 VMYB YBX1
Mitochondria	22	CEBPZ DLX1 GSH2 HNF3B IKZF3 JUN KAISO LHX9 LMX1B MEF2C MSX1 NF1 NFAT5 POU2F1 POU3F1 RELA SIX SMAD3 SPZ1 XFD2 YY1 ZNF35
Muscle/Glycolysis	24	AREB6 BARX2 FAC1 GFI1 GLI1 HIF1A HNF4A KLF10 KLF13 KLF4 MSX2 MYCN NFE2 NFKB1 NOBOX SF1 SMAD2 SMAD4 SOX9 TTF1 YY2 ZF5 ZFX ZNF300
Ribosome	3	CREB2 MYCMAX ZNF219

GATA-binding protein 2 (GATA2) was among the TFs whose TGs were enriched for the fat module genes. Tong et al. [57] discovered that GATA factors play a key role in adipogenesis by suppressing promoters of adipogenic factors including peroxisome proliferator-activated receptor gamma (PPARG).

While the muscle module did not enrich for the MRFs, the presence of SMAD2 and SMAD4 does implicate the TGF-β pathway, known to regulate muscle mass in mammals. The presence of HIF1A, a hypoxia responsive TF, does seem reasonable in a module that contains many glycolysis genes i.e. an alternative energy conversion pathway used in the absence of enough oxygen availability.

### A network linking the GLI transcription factors with MYF5

An additional correctly inferred regulator of the muscle/glycolysis module genes is GLI1 [58]. Inspired by the work of McDermott et al. [58], who showed that Gli proteins directly control MYF5 expression in mouse muscle progenitor cells, we used our TF network to determine the links between the Gli TFs (GLI1, GLI2 and GLI3), and the myogenic regulatory factor MYF5 (Figure 5A). For comparison, Figure 5B shows the network among the same TFs in human and based on FUNCOUP tool [59]. In our landscape GLI2 was directly linked to MYF5, with one gene in common, and GLI1 was linked to MYF5 via HNF4A. The association of GLI2 and MYF5 in the two datasets are based on quite different types of relationships; GLI2 is required to activate the expression of MYF5 [58], whereas our analysis is based on the predicted co-regulation of target genes by GLI2 and MYF5. The correspondence in the association between MYF5 and GLI2 also provides support that our approach is a useful addition to the toolbox of analysis methodologies to be used in the analysis of gene expression data.

**Figure 5:**
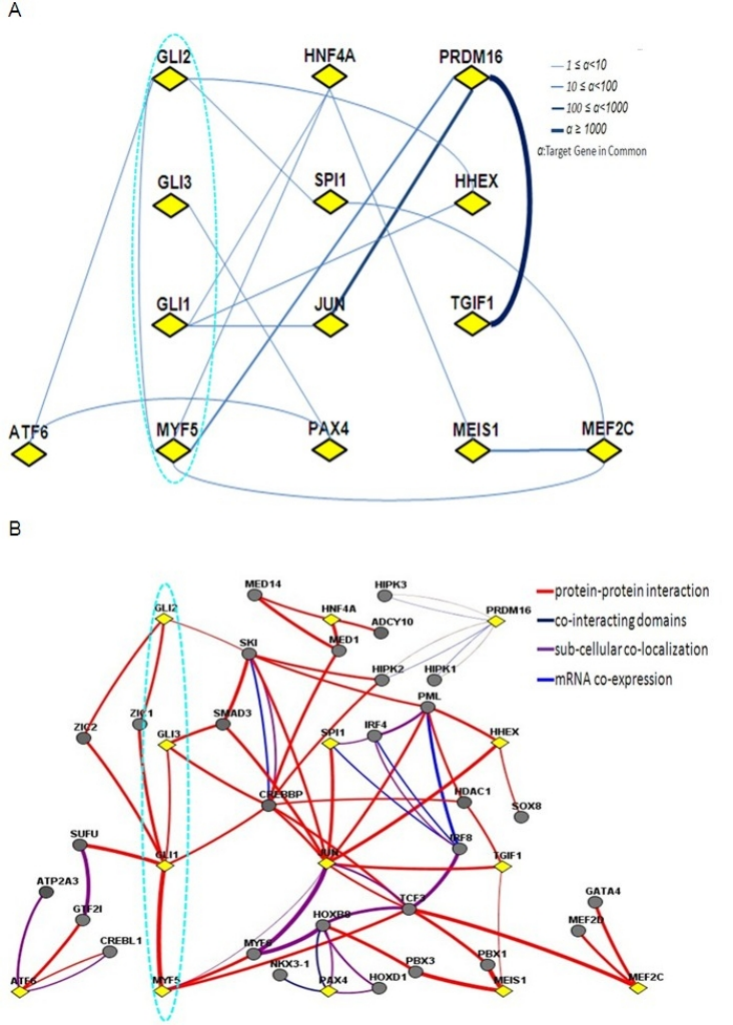
**The network linking the GLI transcription factors with MYF5**. The network linking GLI family and MYF5 (in dashed ellipse) (A) based on our bovine skeletal muscle dataset and (B) the corresponding network based on human datasets according to FUNCOUP tool [59].

## Conclusions

This work represents the first genome-wide analysis linking tissue-specific co-expression patterns with cis-genomic logic in bovine, a non-model vertebrate. The main finding is that extensive promoter sharing between genes culminates in a detectable and robust co-expression signal, significantly above that which would be expected by chance alone. One pivotal implication is that a sizeable proportion of regulators acting as either activators or repressors, but not both, is needed in order to observe a relationship between co-expression and co-regulation. Finally, we have shown that mining the relationship between promoter sharing and co-expression in the context of functionally coherent modules allows for the identification of key regulators of those modules.

## Methods

### Gene expression dataset

We use the gene expression data from Hudson et al.[18] profiling the genome-wide expression in bovine LTL muscle sampled across 26 experimental conditions as follows: ten developmental time points (3 pre-natal, birth and 6 post-natal) across two beef cattle breed crosses (Piedmontese × Hereford and Wagyu × Hereford) and three time points throughout a nutritional deprivation and re-alimentation experiment comprising 3 adult time points for each of the two treatments (hence, 6 experimental conditions comprised of 3 time points × 2 nutrition treatments). The entire gene expression dataset comprising 48 microarrays has been deposited into Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/ and can be accessed using accession number GSE25554.

Following previously described approaches [60], we fitted the following ANOVA mixed-effect model to normalize the gene expression data:

(1) $${\text{Y}}_{ikvmn}=\mu +{\text{C}}_{ik}+{\text{G}}_{m}+{\text{AG}}_{im}+{\text{DG}}_{km}+{\text{VG}}_{vm}+{\text{e}}_{ikvmn}$$

where Y_*ikvmn *_represents the *n*-th background-adjusted, base-2 log-intensity from the *m*-th gene (*m *= 1, 2, ..., 13094 probes), at the *v*-th experimental condition variety (*v *= 1, 2, ..., 26) taken from the *i*-th array (*i *= 1, 2, ..., 48 microarray chips), and *k*-th dye channel; μ is the overall mean; C represents a comparison group fixed effect defined as those intensities that originate from the same microarray slide, printing block and dye channel; G represents the random gene (or probe) effects with 13,094 levels; AG, DG, and VG are the random interaction effects of array × gene, dye × gene, and variety × gene, respectively; and e is the random error term. Using standard stochastic assumptions, the effects of G, AG, DG, VG and e were assumed to follow a normal distribution with zero mean and between-gene, between-gene within-array, between-gene within-dye, between-gene within-variety and within-gene components of variance, respectively. Restricted maximum likelihood estimates of variance components and solutions to model effects were obtained using VCE6 software ftp://ftp.tzv.fal.de/pub/vce6/. 

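Fitted by restricted maximum likelihood to the 15737 probes described with the expression data, with each dye channel of each array as a comparison group, the model gave a variance of 4.63 for gene, 0.114 for array × gene, 0.0333 for dye × gene, 0.215 for condition × gene and 0.0768 for error. Gene took 91.3% of the total variance. Of the remainder, condition × gene took 49.0%, array × gene 25.9%, dye × gene 7.59% and error 17.5%. Without replicate 1 the variance of condition × gene fell to 0.0340 and that of array × gene rose to 0.280, and similar values, 0.0309 and 0.290, were found without replicate 2. Without replicate 4 they were 0.0584 and 0.295. Without replicate 3 the change went the other way, to 0.273 for condition × gene and 0.0665 for array × gene.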

The solutions to the VG effect were used as the normalized mean expression of each gene (or probe) in each of the 26 experimental conditions under scrutiny.

### Promoter sequence analysis

The genome-wide promoter sequence data for bovine was downloaded from Genomatix database http://www.genomatix.de/ (ElDorado Btau 4, v-07-09). A total of 60,131 promoter sequences derived from 22,050 genes were downloaded. We introduced several filtering steps to ensure only high confidence promoter sequences are selected for the analysis. First, we applied the concept of orthologous promoters [61] and retained only those promoter sequences for which phylogenetically conserved promoter sequences were documented in the human and mouse genomes. Using this criterion we retained 39,696 promoter sequences distributed over 13,623 genes. In the next step, we applied a threshold of 1 (100% confidence) to core and matrix similarities [62]. These editing criteria resulted in a total of 310,316 high confidence TFBS that were used for integration with the gene expression data.

### The Promoterome Matrix

We built a 'Promoterome' matrix (P-matrix) relating predicted TGs with TFs based on TFBSs located in their promoter regions. The rows of P-matrix correspond to TGs for which expression data is available, and the columns correspond to TF genes retrieved from the Genomatix database. We identified 9,242 genes (rows of P-matrix) whose promoter sequence (or sequences) harbours at least one predicted TFBS corresponding to at least one of the 333 TFs (columns of P-matrix). The element P(*i*,*j*) of P-matrix is set to "1" if a promoter region of the *i*-th TG contains a TFBS corresponding to the *j*-th TF, otherwise is set to "0". Among the 333 TFs represented in the columns of P-matrix, there were 178 with expression in the Hudson et al. [18] dataset, including 143 with promoter region information in Genomatix (i.e. these 143 TFs were also represented among the rows of P-matrix). We used PermutMatrix [63] to visualise and analyse the resulting P-matrix (See Additional file 1). In addition, the cross-product matrix resulting from multiplying the P-matrix by its transpose, results in a square and symmetric matrix, P^T^P, of dimension equal to 333 (i.e. the number of TFs). Diagonal values of P^T^P matrix (P^T^P(*j,j*)) correspond to the number of TGs for the *j*-th TF. Off-diagonal values of P^T^P (P^T^P(*j,j'*)) correspond to the number of promoter regions in which the TFBS for the *j*-th and the *j'*-th TF co-occur. Co-occurrence is used to build a network of TFs. The hierarchical tree shows a pattern consistent with the non-random assortment of the connectivity distribution with most TFs having few TGs and few TFs having lots of TGs and consistent with a scale-free power-law distribution [64,65].

### Statistical significance in the co-expression to co-regulation relationship

Following Yu et al. [21], we used the log odds ratio (LOD) to ascertain the enrichment of a particular TF - TG relationship with respect to random expectation for the occurrence of the observed co-expression and according to the following formulae:

(2) $$\text{LOD}=\ln\left[\frac{P(\text{coexpression/regulation})}{P(\text{coexpression})}\right]$$

where *P*(co-expression/regulation) is the probability of gene pairs with certain regulatory relationship (e.g. sharing the same predicted TFBS) showing a specific correlation co-expression; and *P*(co-expression) is the probability of randomly selected gene pairs having the same co-expression correlation. LOD values above zero signify observations that are more common than expected by chance, and vice versa.

### Simulation schema

In order to gain further insights into the mechanistic rules governing the observed relationship between co-expression and co-regulation, we generated a series of simulated datasets under various scenarios. Source code in MATLAB (The MathWorks, Inc.) was developed for the simulation schema. In our simulation process a given TF was allowed to act as "dual" (i.e., acting as both activator and repressor of its TGs) or "mono" (i.e., either activator or repressor of its TGs, but not both). In detail, our simulation process followed the following schema:

**Step1**: Define the input vector *D*(*k*) representing the percentage of TFs with "dual" behavior. In detail, *D*(*k*) = (*k*-1) × 10, for *k *= 1, 2, ..., 11. That is, *D *was allowed to range from 0% to 100%, by 10% increment.

**Step2**: At the *r-*th iteration (for *r *= 1 to 93), select a total 100 TGs from P-matrix (i.e., 100 rows of P). Selection is at random and without replacement, ensuring with *r *= 93 that all rows of P were sampled.

**Step3**: Randomly assign the 333 TFs from the P-matrix as follows: *D*(*k*) percentage of TFs are set with dual characteristic while the rest are set with 4 "mono" behaviors in equal amounts: activator, repressor, strong activator, strong repressor.

**Step4**: For the regulation mechanism, allow 5 values of activation/repression as follows: *V *= {-6,-3,0,+3,+6}, where 0 indicates the (lack of) impact of a TF to a non-TG, ± 3 for moderate activator (+3) or moderate repressor (-3), and ± 6 for strong activator (+6) or strong repressor (-6) regulation. These values correspond to either one (± 3) or two (± 6) standard deviation units (see next).

**Step5**: Simulate the expression data at 334 time points corresponding to Time 0 and up to Time 333 for each consecutive TF. In order to approximate the distributional properties of the real data, the expression data for the 100 TGs at Time 0 was simulated at random from a normal distribution with a mean of 9 and a variance of 9 (i.e. *N*(9,9)), and truncated at 0 and 18, as lower and upper bounds, respectively.

At Time *t *(*t *= 1, 2, ..., 333), the *j*-th TF (where *j *= *t*; hence as many time points as TFs) comes into action and the expression of the *i*-th TG is be modified according to the value of *V*. At Time 333, each of the 100 TGs has expression data at 334 dimensions (or time points).

**Step6**: Return to Step2 until the *k *percentage levels and all 9,242 TGs from P-matrix have been explored.

During the simulation process, we also considered the situation in which TFs came into action in groups of five (i.e. having 20 groups from the 100 TFs considered in each iteration). However, the results did not differ from those obtained using the one-at-a-time scenario described above.

### TF network

The strength of the similarity existing for a given TF pair can be inferred from the number of common TGs. We used the columns of P-matrix as the input for the PCIT algorithm [8] to generate a network of TFs. The resulting network contained 333 nodes (i.e. as many as TFs) linked by 1,395 edges. Edges in the network link TFs predicted to share a significantly large number of targets. Consistent with a non-random assortment in the connectivity distribution, the 10 most connected TFs (i.e. ~3% of the total 333 TFs), referred to as 'hub' TFs, had at least 17 connections each, and were connected to 196 TFs (i.e. ~60% of the total).

### Gene modules and significance of TF to module assortment

The functional modules that emerged in the landscape of Hudson et al. [18]were subjected to further scrutiny to generate a curated list of module genes (Additional file 3). This additional examination was based on gene proximity in the hierarchical cluster analysis according to the PermutMatrix software [63] as well as on the molecular function gene ontology term http://www.geneontology.org.

We focused our attention on six modules as follows: cell cycle, fat, immune, mitochondria, muscle/glycolysis, and the ribosome. These modules were chosen for their likely roles in the determination of muscle mass, intramuscular fat development and energetic efficiency.

The enrichment of the affinity between the TFs and the functionally coherent modules was explored by means of the hypergeometric test of significance. To this respect, for every TF - Module combination, we calculated the probability of having the observed number of module genes among its targets using the following hypergeometric equation:

(3) $$H(j,k)=\frac{\left(\begin{array}{c} m_{k}\\ m_{j} \end{array}\right)\left(\begin{array}{c} N-m_{k}\\ n_{j}-m_{j} \end{array}\right)}{\left(\begin{array}{c} N\\ n_{j} \end{array}\right)}$$

where *N *is the total number of genes (9,242), *n*_*j *_is the total number of TGs for the *j*-th TF, *m*_*k *_is the number of genes in the *k*-th module and *m*_*j *_is the number of TG of the *j*-th TF belonging to the *k*-th module.

Those TFs with H(*j,k*) <5% and a proportion (m_*j*_/n_*j*_)/(m_*k*_/N) >1 are referred to as 'module-specific' TFs. The second condition represents an odds ratio and was applied to account for low hypergeometric probabilities resulting from under-enrichment (i.e. those TFs with a proportion of module genes among their targets less than the proportion of module genes among all genes). Finally, among 'module-specific' TF, we classify as 'module-specific and expressed' TF to refer to those for which expression data is available. These criteria resulted in 44 'module-specific' TFs of which 32 were 'module-specific and expressed' TFs (Table 2).

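Of the 44 TFs of Table 2, 41 were found on the array by name and 31 had a probe well above background in at least 24 of the 96 channels. By module these were 10 of 12 for cell cycle, 9 of 13 for fat, 2 of 2 for immune, 4 of 9 for mitochondria and 6 of 8 for muscle/glycolysis. The number was 39 when 1 channel was enough, 29 when 48 channels were required and 23 when all 96 were. With each replicate left out in turn it was 30 or 31.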

The odds ratio criteria resulted in 127 out of 333 TFs being allocated to one of the six modules (Table 3). In order to ascertain if this module assignment of TFs provided information about the topology of the network we tested if there exists an independent pairing assortment in the resulting network of 127 TFs and 306 edges using the chi-square test of independence (P-value = 2.8359E-62).

## Authors' contributions

QG performed the statistical analyses, devised the simulation schema and drafted the manuscript. SHN performed the promoter sequence analyses and drafted the manuscript. NJH and BPD assessed the biological relevance of the results and drafted the manuscript. AR conceived the study, participated in the statistical analyses and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1. Partial view of the Promoterome Matrix (P-matrix)**. Partial view of the Promoterome Matrix (P-matrix) with 9,242 TG in rows and 333 TF in columns and where the TFs have been rear-ranged according to a hierarchical clustering. The hierarchical tree shows a pattern consistent with the non-random assortment of the connectivity distribution with most TFs having few TGs and few TFs having lots of TGs and consistent with a scale-free power-law distribution. Click here for file

Additional file 2 **Figure S2. Further observation on the linking between co-expression and co-regulation**. (A) Log odds ratio (LOD) values as a function of type of transcriptional regulatory motifs (TRM) for absolute correlations (red bars) and positive correlations (green bars) from zero transcription factor (TF) in common (TRM0) to 10 TFs in common (TRM10). LOD values above zero indicate observations that are more common than expected by chance, and vice versa; (B) Difference in LOD-value across the extreme intervals: Extreme positive correlations (i.e. in the {0.8,1.0} interval) and more frequent among high-order TRMs than extreme negative correlations (i.e. in the {-1.0,-0.8} interval); (C) LOD-values for the co-expression as a function of the number of TFs in common for absolute correlations (red bars) and positive correlations (green bars); (D) Empirical density distribution of correlations at three TRM from TRM1 (red) to TRM5 (green) to TRM10 (blue). Click here for file

Additional file 3 **Table S1. Module Genes**. Gene content of the six functional modules profiled in this study. Click here for file

## References

[B1] LewinRComplexity: Life at the Edge of Chaos2000Chicago: University of Chicago Press

[B2] LevineMTjianRTranscription regulation and animal diversityNature200342414715110.1038/nature0176312853946

[B3] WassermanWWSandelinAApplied bioinformatics for the identification of regulatory elementsNat Rev Genet2004527628710.1038/nrg131515131651

[B4] ChenKRajewskyNThe evolution of gene regulation by transcription factors and microRNAsNat Rev Genet200789310310.1038/nrg199017230196

[B5] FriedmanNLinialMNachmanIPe'erDUsing Bayesian networks to analyze expression dataJ Comput Biol2000760162010.1089/10665270075005096111108481

[B6] FaithJJHayeteBThadenJTMognoIWierzbowskiJCottarelGKasifSCollinsJJGardnerTSLarge-scale mapping and validation of Escherichia coli transcriptional regulation from a compendium of expression profilesPLoS Biol20075e810.1371/journal.pbio.005000817214507PMC1764438

[B7] MargolinAAWangKLimWKKustagiMNemenmanICalifanoAReverse engineering cellular networksNat Protocols2006166267110.1038/nprot.2006.10617406294

[B8] ReverterAChanEKFCombining partial correlation and an information theory approach to the reversed engineering of gene co-expression networksBioinformatics2008242491249710.1093/bioinformatics/btn48218784117

[B9] Watson-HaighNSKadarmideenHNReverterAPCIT: an R package for weighted gene co-expression networks based on partial correlation and information theory approachesBioinformatics20102641141310.1093/bioinformatics/btp67420007253

[B10] ErgünALawrenceCAKohanskiMABrennanTACollinsJJA network biology approach to prostate cancerMol Syst Biol20073821729941810.1038/msb4100125PMC1828752

[B11] di BernardoDThompsonMJGardnerTSChobotSEEastwoodELWojtovichAPElliottSJSchausSECollinsJJChemogenomic profiling on a genome-wide scale using reverse-engineered gene networksNat Biotechnol20052337738310.1038/nbt107515765094

[B12] KerhornouAGuigóRBioMoby web services to support clustering of co-regulated genes based on similarity of promoter configurationsBioinformatics2007231831183310.1093/bioinformatics/btm25217496321

[B13] CowleyMJCotsapasCJWilliamsRBHChanEKFPulversJNLiuMYLuoOJNottDJLittlePFRIntra- and inter-individual genetic differences in gene expressionMamm Genome20092028129510.1007/s00335-009-9181-x19424753PMC2690833

[B14] KumarCGEvertsRELoorJJLewinHAFunctional annotation of novel lineage-specific genes using co-expression and promoter analysisBMC Genomics20101116110.1186/1471-2164-11-16120214810PMC2848242

[B15] RoiderHGMankeTO'KeeffeSVingronMHaasSAPASTAA: identifying transcription factors associated with sets of co-regulated genesBioinformatics20092543544210.1093/bioinformatics/btn62719073590PMC2642637

[B16] JoshiADe SmetRMarchalKVan de PeerYMichoelTModule networks revisited: computational assessment and prioritization of model predictionsBioinformatics20092549049610.1093/bioinformatics/btn65819136553

[B17] ReverterAHudsonNJWangYTanSBarrisWByrneKAMcWilliamSMBottemaCDKKisterAGreenwoodPLHarperGSLehnertSADalrympleBPA gene coexpression network for bovine skeletal muscle inferred from microarray dataPhysiol Genomics200628768310.1152/physiolgenomics.00105.200616985009

[B18] HudsonNJReverterAWangYGreenwoodPLDalrympleBPInferring the transcriptional landscape of bovine skeletal muscle by integrating co-expression networksPLoS ONE20094e724910.1371/journal.pone.000724919794913PMC2749936

[B19] ReverterAHudsonNJNagarajSHPérez-EncisoMDalrympleBPRegulatory impact factors: unraveling the transcriptional regulation of complex traits from expression dataBioinformatics20102689690410.1093/bioinformatics/btq05120144946

[B20] AlloccoDJKohaneISButteAJQuantifying the relationship between co-expression, co-regulation and gene functionBMC Bioinformatics200451810.1186/1471-2105-5-1815053845PMC375525

[B21] YuHLuscombeNMQianJGersteinMGenomic analysis of gene expression relationships in transcriptional regulatory networksTrends Genet20031942242710.1016/S0168-9525(03)00175-612902159

[B22] MarcoAKonikoffCKarrTLKumarSRelationship between gene co-expression and sharing of transcription factor binding sites in Drosophila melanogasterBioinformatics2009252473247710.1093/bioinformatics/btp46219633094PMC2752616

[B23] KimRSJiHWongWHAn improved distance measure between the expression profiles linking co-expression and co-regulation in mouseBMC Bioinformatics200674410.1186/1471-2105-7-4416438730PMC1403805

[B24] EssienKStoeckertCJConservation and divergence of known apicomplexan transcriptional regulonsBMC Genomics20101114710.1186/1471-2164-11-14720199665PMC2841118

[B25] YuHGersteinMGenomic analysis of the hierarchical structure of regulatory networksProc Natl Acad Sci USA2006103147241473110.1073/pnas.050863710317003135PMC1595419

[B26] JothiRBalajiSWusterAGrochowJAGsponerJPrzytyckaTMAravindLBabuMMGenomic analysis reveals a tight link between transcription factor dynamics and regulatory network architectureMol Syst Biol2009529410.1038/msb.2009.5219690563PMC2736650

[B27] HuZGalloSMIdentification of interacting transcription factors regulating tissue gene expression in humanBMC Genomics2010114910.1186/1471-2164-11-4920085649PMC2822763

[B28] HenrikssonJThe possible role of skeletal muscle in the adaptation to periods of energy deficiencyEur J Clin Nutr199044Suppl 155642193804

[B29] LeeHKHsuAKSajdakJQinJPavlidisPCoexpression analysis of human genes across many microarray data setsGenome Res2004141085109410.1101/gr.191090415173114PMC419787

[B30] VoyBHScharffJAPerkinsADSaxtonAMBorateBCheslerEJBranstetterLKLangstonMAExtracting Gene Networks for Low-Dose Radiation Using Graph Theoretical AlgorithmsPLoS Comput Biol20062e8910.1371/journal.pcbi.002008916854212PMC1513268

[B31] GüellMvan NoortVYusEChenWLeigh-BellJMichalodimitrakisKYamadaTArumugamMDoerksTKühnerSRodeMSuyamaMSchmidtSGavinABorkPSerranoLTranscriptome complexity in a genome-reduced bacteriumScience2009326126812711996547710.1126/science.1176951

[B32] EwingRMChuPElismaFLiHTaylorPClimieSMcBroom-CerajewskiLRobinsonMDO'ConnorLLiMTaylorRDharseeMHoYHeilbutAMooreLZhangSOrnatskyOBukhmanYVEthierMShengYVasilescuJAbu-FarhaMLambertJDuewelHSStewartIIKuehlBHogueKColwillKGladwishKMuskatBKinachRAdamsSMoranMFMorinGBTopaloglouTFigeysDLarge-scale mapping of human protein-protein interactions by mass spectrometryMol Syst Biol200738910.1038/msb410013417353931PMC1847948

[B33] YuHGreenbaumDXin LuHZhuXGersteinMGenomic analysis of essentiality within protein networksTrends Genet20042022723110.1016/j.tig.2004.04.00815145574

[B34] OuyangZZhouQWongWHChIP-Seq of transcription factors predicts absolute and differential gene expression in embryonic stem cellsProc Natl Acad Sci USA2009106215212152610.1073/pnas.090486310619995984PMC2789751

[B35] BhardwajNCarsonMBAbyzovAYanKLuHGersteinMBAnalysis of combinatorial regulation: scaling of partnerships between regulators with the number of governed targetsPLoS Comput Biol20106e100075510.1371/journal.pcbi.100075520523742PMC2877725

[B36] ZaslaverAMayoAERosenbergRBashkinPSberroHTsalyukMSuretteMGAlonUJust-in-time transcription program in metabolic pathwaysNat Genet20043648649110.1038/ng134815107854

[B37] RonenMRosenbergRShraimanBIAlonUAssigning numbers to the arrows: parameterizing a gene regulation network by using accurate expression kineticsProc Natl Acad Sci USA200299105551056010.1073/pnas.15204679912145321PMC124972

[B38] TakahashiKMatsumotoCRaCFHL3 negatively regulates human high-affinity IgE receptor beta-chain gene expression by acting as a transcriptional co-repressor of MZF-1Biochem J200538619120010.1042/BJ2004077515453830PMC1134781

[B39] DingLWangZYanJYangXLiuAQiuWZhuJHanJZhangHLinJChengLQinXNiuCYuanBWangXZhuCZhouYLiJSongHHuangCYeQHuman four-and-a-half LIM family members suppress tumor cell growth through a TGF-beta-like signaling pathwayJ Clin Invest20091193493611913956410.1172/JCI35930PMC2631293

[B40] WottonDLoRSLeeSMassaguéJA Smad transcriptional corepressorCell199997293910.1016/S0092-8674(00)80712-610199400

[B41] MichalakPCoexpression, coregulation, and cofunctionality of neighboring genes in eukaryotic genomesGenomics20089124324810.1016/j.ygeno.2007.11.00218082363

[B42] IdeSMiyazakiTMakiHKobayashiTAbundance of Ribosomal RNA Gene Copies Maintains Genome IntegrityScience201032769369610.1126/science.117904420133573

[B43] EttwillerLBuddASpitzFWittbrodtJAnalysis of mammalian gene batteries reveals both stable ancestral cores and highly dynamic regulatory sequencesGenome Biol20089R17210.1186/gb-2008-9-12-r17219087242PMC2646276

[B44] QinXQBarsoumJDifferential cell cycle effects induced by E2F1 mutantsOncogene199714536210.1038/sj.onc.12008099010232

[B45] WatanabeMLayneMDHsiehCMaemuraKGraySLeeMJainMKRegulation of smooth muscle cell differentiation by AT-rich interaction domain transcription factors Mrf2alpha and Mrf2betaCirc Res20029138238910.1161/01.RES.0000033593.05545.7B12215486

[B46] PenzoMMassaPEOlivottoEBianchiFBorziRMHaniduALiXLiJMarcuKBSustained NF-kappaB activation produces a short-term cell proliferation block in conjunction with repressing effectors of cell cycle progression controlled by E2F or FoxM1J Cell Physiol200921821522710.1002/jcp.2159618803232PMC2581928

[B47] BakkarNGuttridgeDCNF-kappaB signaling: a tale of two pathways in skeletal myogenesisPhysiol Rev20109049551110.1152/physrev.00040.200920393192

[B48] UntergasserGGanderRLilgCLepperdingerGPlasEBergerPProfiling molecular targets of TGF-beta1 in prostate fibroblast-to-myofibroblast transdifferentiationMech Ageing Dev2005126596910.1016/j.mad.2004.09.02315610763

[B49] van OortRJvan RooijEBourajjajMSchimmelJJansenMAvan der NagelRDoevendansPASchneiderMDvan EchteldCJADe WindtLJMEF2 activates a genetic program promoting chamber dilation and contractile dysfunction in calcineurin-induced heart failureCirculation200611429830810.1161/CIRCULATIONAHA.105.60896816847152

[B50] PereiraAHMClementeCFMZCardosoACTheizenTHRoccoSAJudiceCCGuidoMCPascoalVDBLopes-CendesISouzaJRMFranchiniKGMEF2C silencing attenuates load-induced left ventricular hypertrophy by modulating mTOR/S6K pathway in micePLoS ONE20094e847210.1371/journal.pone.000847220041152PMC2794538

[B51] MessinaGBiressiSMonteverdeSMagliACassanoMPeraniLRoncagliaETagliaficoEStarnesLCampbellCEGrossiMGoldhamerDJGronostajskiRMCossuGNfix regulates fetal-specific transcription in developing skeletal muscleCell201014055456610.1016/j.cell.2010.01.02720178747

[B52] ZengLLuMMoriKLuoSLeeASZhuYShyyJYATF6 modulates SREBP2-mediated lipogenesisEMBO J20042395095810.1038/sj.emboj.760010614765107PMC381012

[B53] WangGGSongJWangZDormannHLCasadioFLiHLuoJPatelDJAllisCDHaematopoietic malignancies caused by dysregulation of a chromatin-binding PHD fingerNature200945984785110.1038/nature0803619430464PMC2697266

[B54] CamargoARuanoJFernandezJMParnellLDJimenezASantos-GonzalezMMarinCPerez-MartinezPUcedaMLopez-MirandaJPerez-JimenezFGene expression changes in mononuclear cells in patients with metabolic syndrome after acute intake of phenol-rich virgin olive oilBMC Genomics20101125310.1186/1471-2164-11-25320406432PMC2874810

[B55] KumarARSarverALWuBKerseyJHMeis1 maintains stemness signature in MLL-AF9 leukemiaBlood20101153642364310.1182/blood-2010-01-26456420430967PMC2867272

[B56] GradeCVCSalernoMSSchubertFRDietrichSAlvaresLEAn evolutionarily conserved Myostatin proximal promoter/enhancer confers basal levels of transcription and spatial specificity in vivoDev Genes Evol200921949750810.1007/s00427-009-0312-x20052486

[B57] TongQTsaiJHotamisligilGSGATA transcription factors and fat cell formationDrug News Perspect20031658558810.1358/dnp.2003.16.9.82934014702139

[B58] McDermottAGustafssonMElsamTHuiCEmersonCPBoryckiAGli2 and Gli3 have redundant and context-dependent function in skeletal muscle formationDevelopment200513234535710.1242/dev.0153715604102

[B59] AlexeyenkoASonnhammerELLGlobal networks of functional coupling in eukaryotes from comprehensive data integrationGenome Res2009191107111610.1101/gr.087528.10819246318PMC2694487

[B60] ReverterABarrisWMcWilliamSByrneKAWangYHTanSHHudsonNDalrympleBPValidation of alternative methods of data normalization in gene co-expression studiesBioinformatics2005211112112010.1093/bioinformatics/bti12415564293

[B61] BuskeFABodénMBauerDCBaileyTLAssigning roles to DNA regulatory motifs using comparative genomicsBioinformatics20102686086610.1093/bioinformatics/btq04920147307PMC2844991

[B62] CarthariusKFrechKGroteKKlockeBHaltmeierMKlingenhoffAFrischMBayerleinMWernerTMatInspector and beyond: promoter analysis based on transcription factor binding sitesBioinformatics2005212933294210.1093/bioinformatics/bti47315860560

[B63] CarauxGPinlocheSPermutMatrix: a graphical environment to arrange gene expression profiles in optimal linear orderBioinformatics2005211280128110.1093/bioinformatics/bti14115546938

[B64] BarabásiAScale-free networks: a decade and beyondScience20093254124131962885410.1126/science.1173299

[B65] BarabásiAOltvaiZNNetwork biology: understanding the cell's functional organizationNat Rev Genet200451011131473512110.1038/nrg1272

# Supplementary material for: Genome-wide patterns of promoter sharing and co-expression in bovine skeletal muscle
**Source:** BMC Genomics. 2011 Jan 12;12:23. doi: 10.1186/1471-2164-12-23
**Supplement:** Additional file 3 — Table S1. Module Genes. Gene content of the six functional modules profiled in this study.

| Module | Number | Genes Symbol |
| --- | --- | --- |
| Cell Cycle | 49 | ANLN CCDC99 CCNA2 CCNB1 CCNB2 CCNF CDC2 CDC20 CDC25A CDC25B CDC6 CDCA2 CDCA3 CDCA5 CDCA8 CDKN3 CENPE CENPF CEP55 CHEK1 CKAP2 DLGAP5 E2F1 E2F2 E2F8 FOXM1 KCNQ1 KIAA0101 KIF15 KIF20A KIF23 KIF4A KIFC1 MND1 NDC80 PAPSS1 PBK PLK4 PRR11 PTTG1 RASSF4 RRM2 SMC2 SPC24 SPC25 TACC3 TOP2A TROAP UHRF1 |
| Fat | 19 | ACSM1 ACSS2 ADIG ADIPOR1 ADIPOR2 AGPAT2 CIDEA CIDEC DGAT2 FABP4 FADS1 FADS2 FBP1 LDLR PCK1 PIP5K1B PLIN PLS1 TUSC5 |
| Immune | 22 | ASPA BOLA-DMB BOLA-DRA BSG C1R CD22 CD244 CD3E CD3G CD74 CTSW FCGR3A HLA-DRA IKZF3 IL2RB IRF1 IRF9 ITGAL LCP1 MYO1G PSMB8 PSMB9 |
| Mitochondria | 33 | ACO2 APOO BRP44 COQ9 COX5A COX7A1 COX7B CYCS DLAT DLD ECHDC3 ECSIT ENDOG ES1 GBAS GOT2 MDH1 MDH2 MRPS36 NDUFA3 NDUFA5 NDUFB5 NDUFS2 NDUFS3 NDUFS7 NDUFV1 NDUFV2 NNT PDHA1 PDHX SLC25A3 SUCLA2 UQCRC1 |
| Muscle / Glycolysis | 44 | ACTN3 AK1 AKR1B10 ATP2A1 BGLAP BIN1 CDH22 CIDEB CKM CMTM4 DHDH DHRS7C ENO3 GPI GRM6 HESX1 HRC IDH3A ITGB4 KCNG2 LAMB3 LZTR1 MACROD1 MTX3 MYBPC2 MYH1 MYLK2 MYOM2 MYOZ1 NEB NT5C2 PAX2 PGAM2 PGM1 PKM2 PYGM SLC16A3 SUV420H2 TBX15 TNNT3 TPI1 TPM1 TPM2 UBXN1 |
| Ribosome | 22 | RPL11 RPL13 RPL13A RPL18 RPL18A RPL19 RPL23 RPL24 RPL35A RPL38 RPL5 RPL8 RPLP0 RPS11 RPS14 RPS15 RPS19 RPS24 RPS3 RPS5 RPS7 RPS9 |

How the deposited data were processed for this re-analysis (not part of the article)

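LTL muscle RNA of 35 animals was measured on 48 2-colour Agilent arrays, which give 96 channels and 26 experimental conditions. The developmental arrays set Piedmontese × Hereford against Wagyu × Hereford at 10 time points, and the diet arrays set a restricted diet (weight loss in the labels) against a growth diet at 3 time points. The dyes were swapped between arrays of a time point. The condition, animal, dye and slide of each channel came from the sample labels, and the time points from the labels and the paper. GP041A and GP041B, 2 animal codes at 195 days of gestation, were counted as separate animals, and restricted animal RL24 was on 2 of the 4 arrays at diet time 1. An array number is not a pairing of animals across conditions.

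The authors labelled and hybridised the RNA and scanned the arrays, and they deposited for each spot and channel the raw mean intensity, the median intensity of the local background and flags computed by Agilent Feature Extraction. They also deposited the log10 ratio of Cy5 over Cy3 of each spot, which Feature Extraction computes after spatial detrending and dye normalization within the array. The deposited series table holds the same log10 ratios: 0 of the 44407 spots of any of the 48 arrays differed by more than 1e-06. The authors' own normalized values per condition, made with VCE6, were not used here. Over all arrays, 2 to 797 spots per array were flagged as outliers (median 15) and 0 to 7 were saturated. The arrays lie on 12 slides and were scanned in 6 sessions. Each slide holds 1 experiment, except that prenatal and birth arrays share slides.

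Background was corrected per channel by normexp with an offset of 50 in limma 3.58.1 (R 4.3.3). Control spots and outlier-flagged spots were then left out, log2 was taken and spots of a probe were averaged. Of 21475 probes, 16701 were matched to a gene of the RefSeq table by transcript, gene number or symbol, and the others kept the name given in the files. A probe was kept when it was well above background in at least 24 of the 96 channels, which is as many channels as the 12 prenatal and birth arrays have. The paper's text does not name the filter behind its number of probes. For the correlations, the paper's mixed model was fitted by exact restricted maximum likelihood in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), with each dye channel of each array as fixed comparison group and gene, array × gene, dye × gene and condition × gene as random effects. The solutions of condition × gene were averaged over the probes of a gene. The program was tested on simulated data of 4000 genes: simulated variances of 4, 0.2, 0.1, 0.05 and 0.1 for gene, condition × gene, array × gene, dye × gene and error were estimated as 4.03, 0.200, 0.0997, 0.0478 and 0.1000. In that test, 50 genes simulated with a pairwise correlation of 0.95 had an average of 0.771 after fitting, so noise of the arrays lowers a correlation. No error or p was given to shares and averages over gene pairs, since pairs are not independent. The spread used for them is that between fits with each replicate left out, which also re-estimate the variances.

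Genes that differed between groups were tested with limma (lmFit and eBayes, two-sided), on values per animal after loess normalization within and Aquantile normalization between arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05 over 14690 genes. Each animal entered once, as the mean of its channels. The comparisons were prenatal against post-natal animals (12 and 9), the crosses after birth (5 Piedmontese × Hereford and 4 Wagyu × Hereford) with the mean of each time point subtracted, and restricted against growth diet at time 0 (4 and 4), time 1 (3 and 4) and time 2 (2 and 2). For crosses and diets the dye effect of each gene was removed first. On simulated data with 200 of 14690 genes changed by 1 on the log2 scale, limma recovered 90.0% of them for the prenatal and post-natal animals, 95.5% for the crosses, 71.5% for diet time 0, 63.0% for diet time 1 and 0% for diet time 2, with 7, 10, 11, 5 and 0 false calls.

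The genes named in the text were fixed by a rule: every TF of Fig. 4D, every gene that the paper names with a statement on its expression or co-expression, the genes with the highest and the lowest average correlation within each module, and, for each limma comparison with calls, the 5 genes with the largest rise and the 5 with the largest fall among those whose animals did not overlap between groups. Some genes that this rule selects are not reported here. TFs were matched by symbol or by an older symbol of the same gene: JARID1B is KDM5B. Of 146 named TFs, 111 were found on the array and 88 were detected. TF names that stand for more than 1 gene were left out.

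The alternatives tried were background subtraction in place of normexp, loess and Aquantile normalization before the mixed model, array-by-dye centring or quantile normalization before limma, plain condition means, other filters on dim probes, the brightest probe of a gene, Spearman's rho, subsets of conditions and channels, array ratios, blocks for slide, scan or animal, and leaving out each replicate or animal. The TGs, the binding sites and the simulations of the paper were not analysed here.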

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

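The test that set diet differences at time 0 against differences at time 1 as the whole cause was chosen only after the result was seen; the other tests of this part were written down before their results were seen. All comparisons of groups are by limma with Benjamini-Hochberg adjustment, on 1 value per animal, except the fit with slide as a random block.

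The paper uses these arrays only for correlations between genes and does not report which genes differ between stages. Between the 12 prenatal and the 9 post-natal animals, 10966 of 14690 genes passed an adjusted p of 0.05, 5719 higher and 5247 lower after birth; among all genes, 5997 (40.8%) did not overlap between the groups, where chance gives 0.00068%. The median difference over all genes was 0.03 on the log2 scale. Here and for the diets, the largest rises and falls are those among called genes whose animals did not overlap between the groups. The largest rises were in CKMT2 (log2 fold change 7.16, standard error 0.46), UCP3 (6.55, 0.14), FBP2 (6.08, 0.96), CB446489 (5.82, 0.57) and MYBPC2 (5.44, 1.13). The largest falls were in MYH3 (-8.28, 0.55), MYL4 (-7.59, 0.44), HBG (-6.57, 0.26), CHRNG (-6.38, 0.47) and HBA (-5.89, 0.26). In the 18 prenatal channels, CKMT2 was well above background in 17, UCP3 in 12, FBP2 in 12 and CB446489 in 14, so their prenatal means are partly background. Other groupings of the same 21 animals argue against chance: of 100 groupings, only 1, the real one, gave as many genes, and the next gave 7002. Prenatal and post-natal arrays lie on different slides and scans, but prenatal and newborn animals share them. Of the 11137 genes called between the 60- and 135-day animals and the post-natal animals, 83.8% moved the same way from 195 days to birth, against 59.3% of the genes not called, which argues against slides and scans as the whole cause. With slide as a random block the count was 11562, but this fit used channel values and counted the channels of 1 animal apart. It is therefore no further evidence on slides. What stays open is how much of the pattern comes from slides, from the higher signal over background of the prenatal arrays, from a changing mix of cell types or from development itself, which the design names; the last 3 were not tested.

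At diet time 1, a comparison the paper does not report, 2219 of 14690 genes differed between 3 restricted and 4 growth animals, 1149 higher and 1070 lower on the restricted diet; among all genes, 4482 (30.5%) did not overlap between the groups, where chance gives 5.71%. The largest rises on the restricted diet were in LOC515676 (log2 fold change 4.00, standard error 0.77), GCGR (3.03, 0.23), DDO (2.97, 0.26), BM483206 (2.84, 0.41) and CDKN1A (2.69, 0.56), and the largest falls in ACTA1 (-6.10, 0.26), COL3A1 (-4.44, 0.36), COL1A1 (-4.24, 0.84), MYL3 (-3.99, 0.38) and COL1A2 (-3.92, 0.76). Of the 35 groupings of these animals only 1, the real one, gave as many genes, and the next gave 2, so chance can be excluded at 1 in 35, the smallest share that these animals allow. Both diets lie on 1 slide and 1 scan at this time, with swapped dyes. Leaving out an animal lowered the count, to 790 without restricted animal RL27, 990 without RL671, 1125 without growth animal RG157 and 1451 without RG208. Differences that the same animals already had at time 0 fit part of the pattern: of the 100 genes with the lowest p at time 1, 76% differed the same way at time 0, and of all 2219 called genes 63.1% did, against 55.8% of all genes. As the whole cause they are argued against by each animal's change from time 0: 969 genes were called both at time 1 and, in the same direction, from that change. Both comparisons use the time 1 values, so 100 draws were made with the same difference at both times and the animals' residuals shuffled. The highest count in any draw was 0. The change alone also called 0 genes in every draw, which fixed this count. The draws therefore do not measure what the shared time 1 values add. Many draws gave identical counts, so they stand for fewer than 100 separate arrangements.

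The diets differed in this change itself: compared between 3 restricted and 4 growth animals, the change from time 0 to time 1 passed the threshold for 1602 genes, 781 higher and 821 lower on the restricted diet. These genes carry the difference at time 0 with the opposite sign, and 50 of the 162 genes called at time 0 were called from the change in the opposite direction. Part of the 1602 may therefore be a return from an unusual time 0, and the 969 genes called at both are the part that also differs at time 1. The effect of the diet, which the design names, stays open beside other events that changed the 2 groups differently between the times.

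At diet time 0, taken here as the state before the diets differ although the labels name only the time, 162 of 14690 genes differed between 4 restricted and 4 growth animals, 88 higher and 74 lower in the restricted group. Among the largest rises were those in PIK3IP1 (log2 fold change 1.88, standard error 0.21), EE894769 (1.76, 0.22), FDFT1 (1.71, 0.26) and CHD1L (1.49, 0.20), and the largest falls were in ATF3 (-5.15, 0.76), OTUD1 (-4.13, 0.36), FOS (-4.01, 0.68), PTX3 (-3.82, 0.44) and TNFRSF12A (-2.90, 0.44). Of the 35 groupings of the 8 animals, 2 gave as many genes, 1 of them with 207, so chance cannot be excluded. Leaving out an animal lowered the count, to 31 without restricted animal RL322, 36 without RL671, 38 without RL27, 42 without RL24, and 33 without growth animal RG208, 52 without RG604 and 60 without RG166. No biological explanation was tested. Between time 0 and time 1, 42 genes were called at both, 38 of them in the same direction.

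Of 47 groups of 4 to 10 animals looked at for the genes named by limma values in this section, 3 had an animal far from the others, and chance alone would mark about 1 group in 20. Post-natal animal GP273 lay apart for ZBTB7B, at 8.24 where the mean of the 9 animals was 7.83 (SD 0.18), and for CB446489, at 15.20 where the mean was 14.54 (SD 0.30). This animal was measured on 1 array, at 7 months, while the other post-natal animals are means over several ages. Over all the named genes, 10 of 58 groups of post-natal animals had such an animal, and 9 of these were GP273. A single array and a single age were not tested apart. Post-natal animal GP201 lay apart for MYH3, at 9.71 where the mean was 8.88 (SD 0.35), still far below the prenatal mean of 17.17. No biological explanation was tested for GP201. Leaving GP273 out gave 10885 genes between stages and leaving GP201 out 10757.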

How the results depend on the processing

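Among the alternatives, the 6 chosen after seeing the data were genes of the RefSeq table only, a filter passing about as many probes as the paper used, loess and Aquantile normalization with the 12 post-natal conditions, scan as a random block, and the deposited log ratios for the crosses and for diet time 1; the others were fixed before the data were examined. The authors' values are ratios only, so they were not run for the correlations. No paired analysis was possible between stages because prenatal and post-natal animals are different animals on different slides. Between crosses and diets each array pairs the 2 arms, and the fits on array ratios and on each animal's change from time 0 are the paired ones.

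Positive correlations made up 48.9% of gene pairs. The share was 50.2% with plain background subtraction, 50.3% with loess and Aquantile normalization, 48.0% with no filter on dim probes, 50.0% with probes well above background in all 96 channels, 49.4% over the 20 developmental conditions, 49.7% over the 12 post-natal conditions, 49.5% with the filter close to the paper's number of probes and 50.1% with loess and Aquantile normalization over the post-natal conditions. Leaving out a replicate gave 48.0% to 48.8%. All settings remove the mean of each channel over the probes kept, which at least in part holds the positive and negative shares close. That the share moved little is therefore no independent result. The cause of the shifts between settings was not tested.

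Of the Fig. 4D pairs, 1 lay beyond 0.9. The number was 5 with plain background subtraction, 5 with loess and Aquantile normalization, 2 over the developmental conditions, and 0 with probes well above background in all 96 channels, where 3 pairs have a value, with the filter close to the paper's number of probes, where 5 pairs do, and with loess and Aquantile normalization over the post-natal conditions; without replicate 1 it was also 0, and 0 to 1 over the replicates left out. With the variances kept as estimated from all arrays it was 1 without each replicate, so the refitted variances account for this 0. The first 2 alternatives took CREB1 and ZNF239 from 0.800 to 0.256 and 0.195. For the alternatives other than replicates the cause was not tested.

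Of the pairs of named TFs, 44 lay beyond 0.9. The number was 153 with no filter, 9 with all 96 channels required, 177 over the post-natal conditions, 7 with experiment means removed, 25 with the filter close to the paper's number of probes and 7 with loess and Aquantile normalization over the post-natal conditions. Leaving out a replicate gave 7 to 43, for which a cause was tested under the other observations. Fewer or more TFs pass the filters (60 with all channels, 111 with none); for the rest the cause was not tested.

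E2F1, itself on the module's gene list, ranked 2 for the cell cycle module. The rank was 1 with plain background subtraction, with loess and Aquantile normalization, over the post-natal conditions and with both of the latter, and 3 with Cy5 channels only and without each of the replicates (3 to 3). With all 96 channels required E2F1 has no value, nor with the filter close to the paper's number of probes. The average absolute correlation of the named TFs with all genes, 0.389, was 0.487 over the post-natal conditions, 0.316 with experiment means removed, 0.324 with loess and Aquantile normalization over the post-natal conditions and 0.285 to 0.399 without a replicate. For the replicates, the average absolute correlation of all gene pairs fell in the same way, to 0.306, 0.310 and 0.324 without replicates 1, 2 and 4, and with the variances of all arrays kept it was 0.399, 0.389 and 0.405. For the rest the cause was not tested.

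For random lists of 14 targets, the share of selected TFs with a ratio above 1, 68.4%, was 61.2% with plain background subtraction, 62.5% with loess and Aquantile normalization, 63.4% with no filter, 65.4% with all channels required, 70.4% with Spearman's rho, 64.8% over the developmental and 59.3% over the post-natal conditions, 65.0% with experiment means removed, 66.5% with Cy5 channels only, 78.8% with loess and Aquantile normalization over the post-natal conditions and 66.9% to 69.7% without a replicate; it stayed above 50% in each. The cause of the shifts was not tested.

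All 6 modules lay above the central 95% of random lists in 18 of 19 alternatives. The exception was fat with all 96 channels required, whose average correlation reversed to -0.0116, with 8 of its 19 genes left; the cause was not tested. The number of detected Table 2 TFs was 23 to 39 over 7 alternatives.

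Between prenatal and post-natal animals, 10966 genes passed the threshold, and the 30 alternatives gave 7574 (only 9575 genes tested) to 12419 (19741 tested). Between crosses, limma called 0 genes on animal values (786 at an unadjusted p under 0.05), and 0 in 13 of 18 alternatives. On array ratios it called 276 with the Wagyu × Hereford animal as a random block, 1047 with slide as a random block and 343 on the deposited ratios; these count the arrays of 1 animal apart, at least in part. Leaving out an animal gave 0 to 1: HDDC2 without GP130 and JOSD2 without GP273, both named after their values were seen. At diet time 0, 162 genes passed (88 higher, 74 lower), 57 with plain background subtraction, 105 with array-by-dye centring (44 higher, 61 lower), 65 with quantile normalization, 31 to 117 without an animal, and 147 to 222 in the other 3 alternatives, the highest with probes well above background in all channels compared. At diet time 1, 2219 passed, and 790 to 2001 did without an animal, which leaves fewer samples. On array ratios 4018 passed and on the deposited ratios 4332. These 2 fits count the 2 arrays of restricted animal RL24 apart, so their higher counts are not stronger evidence. Diet time 2 gave 0 genes in limma (976 at an unadjusted p under 0.05) and 0 in all 11 alternatives, a design in which none of 200 simulated changes was recovered.

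Signal over background, with a median of 2.42 in Cy3 and 3.50 in Cy5 channels, limits what can be said of dim genes. E2F1 was well above background in 45 of 96 channels, and its fold change between stages was -1.30 on the log2 scale after normexp and -3.69 after plain subtraction.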

Differences from the paper's values

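No test of this part was chosen after seeing the data, except where stated.

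The paper's network has 10 TF pairs with an absolute correlation above 0.9; here 1 of the same 10 pairs passed. None of the 16 alternatives fixed before the data were examined comes within 1.5 times the paper's number. The most were 5 pairs, with loess and Aquantile normalization and with plain background subtraction. Under both, the pairs past 0.9 were E2F1 and FOXM1, FOXM1 and ZBTB7B, TGIF1 and HIF1A, TGIF1 and JARID1B, and E2F1 and HLTF. Over the 20 developmental conditions E2F1 and HLTF also passed.

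For TGIF1 and CUX1, r was -0.597, where the paper's value is about -0.92 in Fig. 4D, read by eye. Of the 16 alternatives fixed before the data were examined, the 20 developmental conditions (-0.849) and the brightest probe per gene (-0.864) no longer differed by more than the spread between replicates left out, and the other 14 did. Here and for the pairs below, this spread includes the refitting of the variances.

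For TGIF1 and HIF1A, r was 0.760, where the paper's value is about 0.96 in Fig. 4D, read by eye. For TGIF1 and JARID1B it was 0.727, where the paper's value is about 0.95 in Fig. 4D, read by eye. For both pairs, 5 of the alternatives fixed before the data were examined no longer differed: the developmental conditions (0.869 and 0.864), the brightest probe per gene (0.867 and 0.851), loess and Aquantile normalization (0.955 and 0.926), plain background subtraction (0.930 and 0.919) and probes well above background in all 96 channels (0.889 and 0.890). The other 11 differed.

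For HLTF and CREB1, r was 0.159, where the paper's value is about 0.92 in Fig. 4D, read by eye. All 15 alternatives fixed before the data were examined that give a value differed, with 0.536 over the post-natal conditions the highest.

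The paper states that positive correlations outnumber negative ones among its genes. Every setting used here removes the mean of each channel over the probes kept, which at least in part holds the positive and negative shares close. Here the positive share was 48.9%, over other genes. It passed 50% with loess and Aquantile normalization (50.3%), with plain background subtraction (50.2%), within the 8 prenatal and birth conditions (50.4%), within the 6 diet conditions (50.2%) and, chosen after seeing the data, with loess and Aquantile normalization over the post-natal conditions (50.1%), and no setting reached the paper's share. The paper states that TGIF1 is the hub of the network in Fig. 4D. Here none of its 5 pairs in that network passed 0.9 over all conditions, and under the 2 alternatives with 5 pairs TGIF1 had 2, as many as E2F1 and FOXM1. Among all named TFs, TGIF1 ranked 18 by its number of pairs, which was 1, with 10 TFs tied at this rank. Its best rank in any alternative was 6, also from 1 pair, with probes well above background in all 96 channels. These ranks count pairs by correlation alone, whereas the paper's network also required shared TGs.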

Other observations

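The tests of experiment means for the Fig. 4D pairs and for E2F1 with FOXM1, and of the variances when replicates are left out, were chosen only after the results were seen; the others were written down before. Loess and Aquantile normalization over the post-natal conditions was an alternative added after seeing the data.

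The paper compares TFs selected for a high average correlation with their TGs with all TFs by the share with a ratio above 1. To see what the selection does by itself, each of the 88 TFs was given random targets. With 14 targets, the paper's median, 49.9% of all TFs had a ratio above 1, and 68.4% of the selected ones did (95% of 1000 draws between 54.3% and 81.6%). The selected share was 90.7% with 1 target, 57.4% with 100 and 53.6% with 1000. Selection of this kind is therefore a candidate explanation for a higher share among selected TFs; how much it adds in the paper depends on its numbers of TGs, which were not used here.

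The average absolute correlation over all gene pairs was 0.409. With each gene's values shuffled over the 26 conditions it was 0.161 (3000 genes), so correlations by chance over 26 values cannot be the whole cause. Prenatal conditions stood apart from the rest on the first principal component, which took 57.5% of the variance.

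The 10 pairs of Fig. 4D had an average absolute correlation of 0.719 over the 26 conditions. With each experiment's mean removed it was 0.354, close to the 0.337 of all gene pairs. Differences between the experiments, which join stage of life, slides and scan days, may therefore account for much of the high correlations, and which of these they are was not tested. For E2F1 and FOXM1 the same step left 0.935, which argues against such differences as the whole cause for this pair.

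Random gene lists matched to the cell cycle module on mean expression had a median correlation of 0.223, and after loess and Aquantile normalization of 0.00645. Intensity-dependent differences between arrays that array-by-dye means leave in are a candidate explanation. Within the 12 post-natal conditions the same normalization left the cell cycle module at 0.716, where the median of random lists was 0.00328, which argues against this explanation as the whole cause for this module. The other modules also stayed above their random lists, but the ribosome fell from 0.848 to 0.219, mitochondria from 0.708 to 0.409 and muscle/glycolysis from 0.377 to 0.241, while fat rose from 0.384 to 0.504 and immune from 0.328 to 0.402. The modules were chosen in part for co-expression in this dataset, so staying above random lists is no independent test of them. For E2F1 and FOXM1 within the post-natal conditions it gave 0.759 in place of 0.952, a fall smaller than foreseen for this explanation and larger than foreseen without it, so for this pair such differences and shared regulation cannot be told apart. Whether the low signal of E2F1 in these channels plays a part was not tested.

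Without replicate 1, 2 or 4, the number of named TF pairs beyond 0.9 fell from 44 to 7, 7 and 13. With the variances kept as estimated from all arrays, the lowest of the 3 was 31. A candidate explanation is that refitting moves variance from condition × gene to array × gene; without replicate 3, where it does not, 43 pairs passed.

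Between the crosses after birth limma called 0 genes, with 786 of 14690 (5.35%) at an unadjusted p under 0.05, and all 100 groupings of the 9 animals that were run gave at least as many, which a count of 0 makes certain, so the groupings say nothing about chance here. On array ratios, with the arrays of an animal partly counted apart, the counts were 276 to 1047. In simulated data this design recovered 95.5% of 200 genes changed by 1 on the log2 scale.

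Among 28 detected genes that the paper names, 21 differed between prenatal and post-natal animals by limma, over all genes and likewise adjusted over the list alone, 8 higher and 13 lower after birth; the list was drawn from the paper and is not a random sample of genes. E2F1 fell by 1.30 (standard error 0.10, adjusted p = 1.23e-10) on the log2 scale, FOXM1 by 1.76 (0.12, 2.27e-11), TGIF1 by 1.09 (0.06, 2.02e-12) and GLI1 by 1.70 (0.07, 2.97e-15), while ZBTB7B rose by 1.04 (0.06, 2.30e-12), ARID5B by 0.57 (0.07, 1.10e-07) and MYF6 by 2.25 (0.46, 0.000163), with no overlap between the animals of the groups. E2F1 was well above background in 15, FOXM1 in 32 and GLI1 in 37 of 48 post-natal channels, and ZBTB7B in 3 of 18 prenatal ones. All of these kept their direction under 3 other scalings, but not their size: after plain background subtraction E2F1 was at -3.69, FOXM1 at -3.56, GLI1 at -3.14 and ZBTB7B at 5.05, so the size of a change with 1 group near background is not settled. MYOD1, MSTN, HOXC9, NFKB1 and SMAD2, which did not pass the threshold, changed sign with array-by-dye centring.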
